# A pupal transcriptomic screen identifies Ral as a target of store-operated calcium entry in *Drosophila* neurons

**DOI:** 10.1038/srep42586

**Published:** 2017-02-14

**Authors:** Shlesha Richhariya, Siddharth Jayakumar, Katharine Abruzzi, Michael Rosbash, Gaiti Hasan

## Abstract

Transcriptional regulation by Store-operated Calcium Entry (SOCE) is well studied in non-excitable cells. However, the role of SOCE has been poorly documented in neuronal cells with more complicated calcium dynamics. Previous reports demonstrated a requirement for SOCE in neurons that regulate *Drosophila* flight bouts. We refine this requirement temporally to the early pupal stage and use RNA-sequencing to identify SOCE mediated gene expression changes in the developing *Drosophila* pupal nervous system. Down regulation of *dStim*, the endoplasmic reticular calcium sensor and a principal component of SOCE in the nervous system, altered the expression of 131 genes including *Ral*, a small GTPase. Disruption of Ral function in neurons impaired flight, whereas ectopic expression of *Ral* in SOCE-compromised neurons restored flight. Through live imaging of calcium transients from cultured pupal neurons, we confirmed that Ral does not participate in SOCE, but acts downstream of it. These results identify neuronal SOCE as a mechanism that regulates expression of specific genes during development of the pupal nervous system and emphasizes the relevance of SOCE-regulated gene expression to flight circuit maturation.

Calcium is a key secondary messenger in metazoan cells where it regulates a number of cellular processes^1^. Specifically in excitable cells, calcium regulates their excitability, neurotransmitter release^2^, neurotransmitter specification^3^ and dendritic development^4^ amongst other processes. The specificity of calcium signals arises from different spatial and temporal signatures of the different modes of calcium entry into a cell^5^. Store-operated calcium entry (SOCE) is a sustained rise in cytosolic calcium in response to depletion of the endoplasmic reticular stores^6^. SOCE through the endoplasmic reticular calcium sensor STIM^7^ and the Calcium Release Activated Calcium (CRAC) channel Orai^8^,^9^ is the major source of calcium entry in non-excitable lymphocytes and is essential for their activation and cytokine gene expression^10^. SOCE through the STIM/Orai pathway has also been observed in invertebrate^11^ and vertebrate^12^,^13^ neurons. Although a recent study has implicated it in synaptic transmission^14^, the cellular functions of SOCE in neurons are still not well understood.

In *Drosophila* neurons, both SOCE components, dSTIM and dOrai, are required for flight^11^. dOrai is required in dopaminergic neurons during flight circuit development in pupae^15^. SOCE requirement is thus temporally distinct from the observable flight phenotype, indicating that SOCE is required in neurons during maturation of the flight circuit in pupae^16^. That said, the cellular and molecular processes underlying development and maturation of the flight circuit in pupae, remain largely elusive.

Regulation of gene expression in the developing flight circuit is a possible mechanism of SOCE action in pupae. Transcriptional regulation by SOCE was recently suggested in vertebrate neural progenitor cells^12^. Moreover, we recently used a candidate gene approach in a study of dopaminergic neurons from pupae and identified SOCE-dependant changes in expression levels of mRNAs encoding the dopamine synthesizing enzyme Tyrosine Hydroxylase (*pale* or TH), the Dopamine Transporter (*DAT*) and a voltage-gated calcium channel subunit (*cacophony*)^15^. However, flight deficits obtained by knockdown of these genes in dopaminergic neurons do not fully explain the stronger flight deficits observed upon SOCE knockdown in all neurons^11^, suggesting a more general effect of SOCE on neuronal gene expression profiles.

In this study, we identify a 24 h window during pupal development when dSTIM is most critical for flight. High-throughput transcriptomic analyses within the identified 24 h window and 36 h later indicated a greater contribution of age rather than SOCE, to the observed expression differences. In the early transcriptomic screen, concurrent with the requirement of dSTIM for flight, we identified 131 genes whose expression levels change upon knockdown of *dStim*. Amongst these genes, the function of *Ral*, which encodes a small GTPase, was investigated further by molecular, cellular and behavioural genetic studies.

## Results

### dSTIM requirement for flight is restricted to the early pupal stages of *Drosophila* development

SOCE in the central nervous system (CNS) is essential for *Drosophila* flight^11^. Single genes encode the ER calcium sensor dSTIM and the SOCE channel, dOrai in the *Drosophila* genome^8^,^17^. To determine the temporal requirement for SOCE in flight, we down regulated *dStim* gene expression with an RNAi transgene and the pan-neuronal GAL4 driver *elav*^*C155*^ at different stages of development by raising the rearing temperature to 29 °C using the TARGET system^18^. Knockdown of *dStim* was chosen over *dOrai*, primarily because the *dStim* RNAi (*dStim*^*IR*^) strain is both specific and more effective compared to the *dOrai* RNAi strains^11^,^19^. Adult flies were subsequently tested for their ability to maintain flight over several minutes by the single flight assay^15^ (Fig. 1a). Knockdown of *dStim* exclusively in pupal stages rendered the flies almost flightless. The time-window for requirement of dSTIM was further narrowed to 12 h–36 h after puparium formation (APF), when knockdown of *dStim* resulted in near complete loss of flight, similar to what was observed upon either pupal knockdown or knockdown throughout development (Fig. 1b). Control flies without the *GAL4* but only the *UAS-dStim*^*IR*^ transgene when subjected to the elevated temperature throughout, exhibited near normal flight (Fig. 1b), confirming that the flight phenotype is due to neuronal knockdown of *dStim*. Both *dStim* RNA and dSTIM protein levels were significantly reduced by the short 24 h knockdown between 12 h–36 h APF (Figs 1c and S1).

### *dStim* knockdown in pupae results in altered gene expression

The pupal specific requirement of dSTIM for adult flight supports a role for SOCE in flight circuit development and agrees with previous observations of a pupal requirement for *dOrai* during maturation of the *Drosophila* flight circuit^15^. To determine if *dStim* knockdown and reduced SOCE alter neuronal gene expression profiles, we performed high throughput transcriptomic screens from wild type and *dStim* knockdown pupal CNS at two stages of pupal development. The first was at 36 h APF post *dStim* knockdown for a period of 24 h (12 h–36 h APF), when *dStim* is required most critically for flight (Figs 1b and 2a). The restricted period of knockdown enabled the capture of primary changes in gene expression and helped minimize changes in gene expression due to secondary or tertiary effects. The second stage chosen was at 72 h APF following a recovery period of 36 h post knockdown to distinguish between transient and persistent changes (Fig. 2a). 

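RNA was sequenced from the pupal CNS of wild type animals (Canton S) and of animals with pan-neuronal dStim knockdown, in 4 groups of 2 biological replicates each. Wild type and knockdown CNS were taken at 36 h APF, directly after knockdown at 29 °C from 12 h to 36 h APF. Wild type and knockdown CNS were also taken at 72 h APF, after 36 h of recovery. The temperature outside this period is 22 °C in Fig. 2a and 25 °C in the sample labels. The values analysed here are the authors' comparison tables, 1 from CuffDiff and 1 from EdgeR for each time point. CuffDiff's tables give an FPKM (fragments per kilobase of transcript, scaled to library size) for each gene and group, pooled over the replicates after geometric normalization, with a test statistic, a p-value and a q-value. The EdgeR tables give a log2 fold change after TMM normalization, an average log2 CPM (the counts of a gene scaled to library size), an exact-test p-value and an FDR. The reads behind both had been aligned to dm3 with TopHat. Values of single replicates were not used here, so no SD accompanies the FPKM and the depth of each sample is unknown. Log2 fold changes below are knockdown FPKM over wild type FPKM without a pseudocount, unless EdgeR's are named. CuffDiff tested 9519 of 13989 listed genes at 36 h and 9726 at 72 h. EdgeR's tables list 10187 and 10188 genes.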

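The targeted gene dStim is listed as Stim (FBgn0045073) at X 15828528 to 15834543 of dm3. In the authors' deposited table its FPKM was 42.2 in wild type and 33.9 in knockdown CNS at 36 h, and their ratio was 0.803. At 72 h the authors' deposited table gives 38.6 in wild type and 31.3 after recovery, a ratio of 0.809. Neither change passed the threshold in the authors' deposited tables, with a CuffDiff q-value of 0.999 at both time points. The EdgeR FDR was 0.734 at 36 h and 0.577 at 72 h. The latter says little about 72 h, as EdgeR's table for 72 h follows the changes at 36 h. By its own assays the paper reports significantly lower dStim RNA and dSTIM protein after this knockdown (Figs 1c and S1). The difference between the log2 fold changes at the time points was 0.0111 by CuffDiff's values, with an approximate z score of 0.0187.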

Biological duplicates were performed for each sample and an average of 14–20 million reads per sample were obtained, of which 87–90% mapped to the *Drosophila* genome. The distribution of reads looked uniform in all samples (Fig. 2b). 

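The pooled FPKM of genes above 0 had a median of 13.1 in wild type and 12.8 in knockdown CNS at 36 h, and of 8.86 and 9.85 at 72 h. The upper quartile was 38.9, 39.0, 31.9 and 35.2 in the same order. The number of genes with an FPKM of at least 1 was 9303 and 9269 at 36 h. At 72 h it was 9557 in wild type and 8972 after knockdown and recovery. The 10 genes with the highest FPKM held between 8.20% and 9.95% of the summed FPKM of a group. These are values pooled over replicates, so the spread between replicates is not part of them.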

As expected, the expression profile of wild type pupal CNS changed significantly from 36 h to 72 h. This difference was much greater than the effect of *dStim* knockdown on either of the stages (Fig. 2c) confirming that *dStim* knockdown does not alter global transcription levels. 

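Among the 8312 genes with a pooled FPKM above 1 in every group, 2807 (33.8%) changed at least 2-fold in wild type CNS from 36 h to 72 h. Of these, 874 rose and 1933 fell. The median log2 change over the 8312 genes was -0.40. From knockdown at 36 h to recovery at 72 h, 3141 genes (37.8%) changed by as much. Pooled values carry no replicate error, so these counts describe the groups and no test was made on them.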

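Knockdown changed 209 of the same 8312 genes (2.51%) at least 2-fold at 36 h, and 266 (3.20%) differed as much at 72 h. The median log2 fold change was 0.00 at both time points, as CuffDiff's normalization brings the groups to a common scale before the comparison. Pearson's r squared of log10(FPKM + 1) across all listed genes, which are not independent replicates, was 0.953 between wild type and knockdown at 36 h and 0.946 at 72 h. Across the time points it lay between 0.747 and 0.767. The gap between the lowest value within a time point and the highest across was 0.179. Among the alternatives it moved most when genes under an FPKM of 1 in every group were left out, to 0.291. From the larger difference between ages, the paper concludes that dStim knockdown does not alter global transcription levels.

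**Figure D1:**
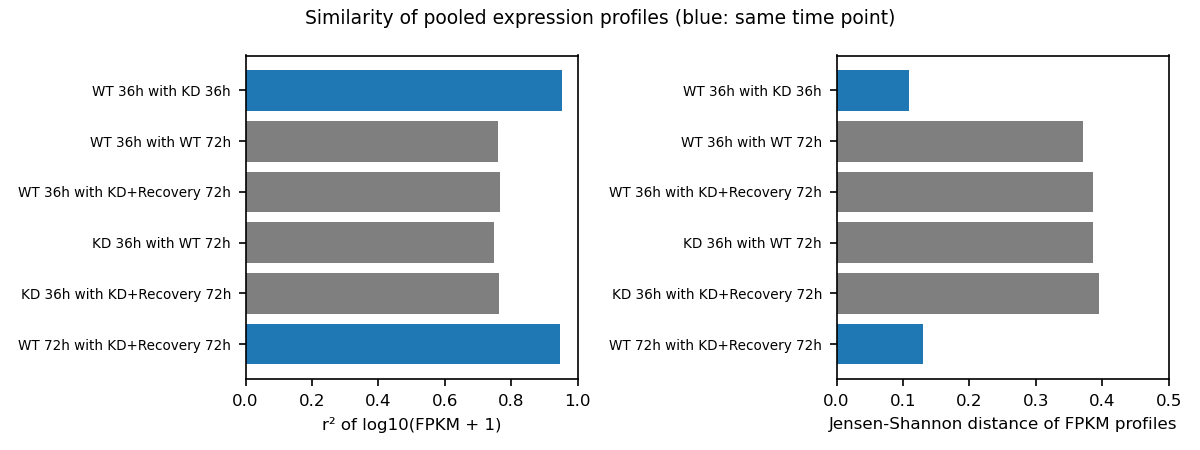
Similarity of the pooled expression profiles of the 4 groups, with r squared of log10(FPKM + 1) on the left and the Jensen-Shannon distance on the right, each without a unit. Blue bars join groups of the same age and gray bars groups of different age, and r squared is 0.946 or more in the blue bars and 0.767 or less in the gray ones.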

The expression profiles of wild type and *dStim* knockdown clustered together at the two time points (Fig. 2d).

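The Jensen-Shannon distance, the square root of the divergence between 2 FPKM profiles, was 0.110 between wild type and knockdown at 36 h and 0.130 at 72 h. The 4 distances across the time points ranged from 0.372 to 0.394. With the 100 genes of the highest mean FPKM left out, the smallest distance across the time points still exceeded the largest within a time point by 0.249, against 0.242 with all genes. With log10(FPKM + 1) profiles, chosen after the values were seen, this gap narrowed to 0.0636.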

Two independent methods, CuffDiff^20^ and EdgeR^21^ were used for differential expression analysis. These methods differ in their mode of normalization and the statistical tests used for differential expression. Hence they differ in their estimation of differentially expressed genes^22^,^23^. To introduce stringency, in our subsequent studies we considered genes that were identified as differentially expressed by both methods (for details, see Methods).

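At 36 h, the authors' deposited CuffDiff table holds 95 up-regulated and 107 down-regulated genes at a q-value under 0.05 with an FPKM above 0 in both groups. The authors' deposited EdgeR table holds 134 up-regulated and 142 down-regulated genes at an FDR under 0.05. Benjamini-Hochberg values recomputed from the deposited p-values differed from the deposited q-values by at most 5e-07 and from the deposited FDR by at most 4.22e-06. Without adjustment, 694 genes by CuffDiff and 862 by EdgeR had a p-value under 0.05. The threshold moved the counts most, and at 0.01 CuffDiff kept 136 genes and EdgeR 191.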

At the 36 h time point, 202 and 276 genes were identified by CuffDiff and EdgeR respectively, as differentially regulated between wild type and *dStim* knockdown. 

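Of 9278 genes tested in both tables at 36 h, 132 were in both sets of calls, where 5.62 would be shared by chance (exact hypergeometric test, one-sided, p = 1.1e-168). The same libraries underlie both sets, so the overlap is not independent evidence. The direction was the same in both tables for 131 of them, the gene set of Supplementary File 1. The exception, picked out after its values were seen, was CG4382 with a log2 fold change of 2.02 by FPKM, against -3.10 in EdgeR's column of the authors' deposited table. With both adjusted p-values under 0.01, 77 genes were shared, of which 35 were up and 42 down.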

131 genes were differentially regulated by both criteria, amongst which 57 were up and 74 were down regulated (Fig. 3a, Supplementary File 1). Specific GO categories do not appear to be enriched amongst the differentially regulated genes at this stage (Fig. S2a). Differential expression of selected genes across GO categories is shown in (Fig. 3b). They include the transcription factor *giant*, an amino acid transporter *pathetic*, a mitochondrial ribosomal protein *technical knockout* (up-regulated), the SOCE/calcium-release activated calcium (CRAC) channel *dOrai*, the H3K36 methyltransferase *dSet2*, a GABA transporter *CG1732 (Gat*) and a small GTPase *Ral* (down-regulated). 

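The 9 up-regulated genes of Fig. 3b had a median log2 fold change of 1.15 at 36 h and the 9 down-regulated genes one of -1.07. Each of them had the paper's direction by FPKM and in the EdgeR table. Of the up-regulated genes 8 were called by both methods. The exception was pio (FBgn0020521), with a log2 fold change of 1.15 by FPKM and, in the authors' deposited tables, a CuffDiff q-value of 0.0041 and an EdgeR FDR of 0.0519. The largest decrease among the 131 genes was that of Hsc70-2 (FBgn0001217), by FPKM a log2 fold change of -6.99, and its neighbour ry on 3R was also down-regulated. CG9850 (-4.82), CG4998 (-4.67), CG11382 (-3.90) and CG4301 (-3.78) followed by log2 fold change. After gt, the largest increases in log2 fold change were those of CG2233 (3.72), CG11226 (3.14), CG16879 (2.95) and Dhc98D (2.40). A pseudocount of 1 lowered the log2 fold change of Dhc98D, at an FPKM of 0.214 in wild type in the authors' deposited table, to 0.81.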

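The gene giant (gt, FBgn0001150, X 2321140 to 2322996 of dm3) rose from an FPKM of 0.332 in wild type to 5.32 in knockdown CNS at 36 h in the authors' deposited table. Its log2 fold change was 4.00, or 2.25 with a pseudocount of 1. The gene tko (FBgn0003714, X 2336346 to 2338009) is its next neighbour among the tested genes and rose by a log2 fold change of 1.17 (EdgeR FDR 0.000265 in the authors' deposited table). The transporter pathetic (path, FBgn0036007, 3L 9487634 to 9498429) rose by 0.92 on the log2 scale. Among the down-regulated genes, dOrai (olf186-F, FBgn0041585, 2R 13730950 to 13748075) had a log2 fold change of -0.85, with an FPKM of 77.6 and 43.1 in the authors' deposited table. The log2 fold change of dSet2 (Set2, FBgn0030486, X 13307311 to 13315057) was -0.64, the smallest of the 7, with a CuffDiff q-value of 0.0342 in the authors' deposited table. CG1732 (FBgn0039915, 4 650319 to 655978) fell by 1.07 on the log2 scale by FPKM, and by 0.77 in EdgeR's column of the authors' deposited table. Ral had a log2 fold change of -0.90 by FPKM, and in the authors' deposited table its FPKM was 105 in wild type and 56.3 in knockdown CNS, with an EdgeR FDR of 0.000597.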

Differences in expression for some of the up and down-regulated genes were further confirmed by quantitative PCR (Fig. 3c).

At 72 h APF, post knockdown and recovery, differentially expressed genes identified by CuffDiff and EdgeR varied significantly, with 54 and 367 genes respectively. Among these only 8 up and 9 down regulated genes were common (Fig. S2c) and the expression levels of 14 such genes did not recover from 36 h to 72 h despite the recovery of *dStim* expression (Fig. S2d,e), suggesting their regulation by additional mechanisms. 

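At 72 h, the authors' deposited CuffDiff table holds 18 up-regulated and 36 down-regulated genes, and the authors' deposited EdgeR table 151 and 216. Across 8261 genes with an FPKM above 1 in every group that are in both EdgeR tables, EdgeR's log2 fold changes for 72 h correlated with CuffDiff's for 72 h with a Pearson r of 0.355. With CuffDiff's log2 fold changes for 36 h, r was 0.948. EdgeR's log2 fold changes for 36 h correlated with CuffDiff's for 36 h with an r of 0.857. These are correlations across genes, which are not independent replicates. In a regression on both sets of CuffDiff log2 fold changes, EdgeR's values for 72 h had a slope of 0.903 on those for 36 h and of 0.0115 on those for 72 h. The median absolute difference between the log2 CPM of the 2 EdgeR tables was 0.000853 per gene, whereas the log2 mean FPKM of the 8261 genes differed between the time points by a median of 0.720. Of 85 genes with an FPKM of at least 10 in both groups at 72 h and under 1 in both at 36 h, 21 (24.7%) were listed in the EdgeR table for 72 h. Of 68 genes with the opposite pattern, 63 (92.6%) were listed there. Without adjustment, 468 genes by CuffDiff and 1067 by EdgeR had a p-value under 0.05 at 72 h. By CuffDiff, 28 genes had a q-value under 0.01.

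**Figure D2:**
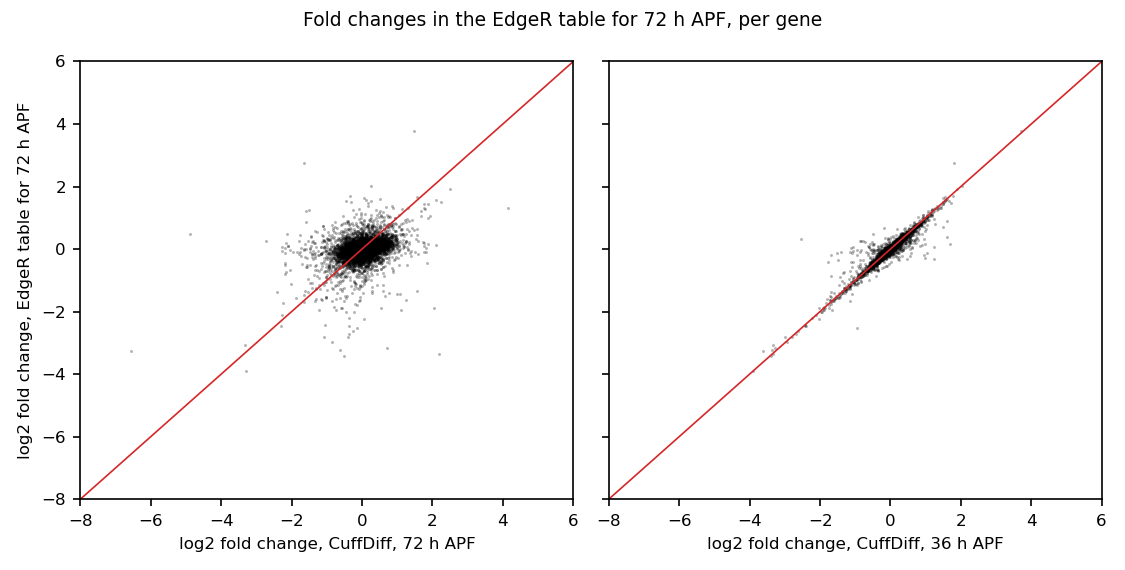
Log2 fold change in the EdgeR table for 72 h APF (vertical) against CuffDiff's log2 fold change for 72 h APF (left) and for 36 h APF (right), 1 point for each of 8261 genes with an FPKM above 1 in every group. The red line marks equal values, and r is 0.355 on the left and 0.948 on the right.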

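At 72 h, 19 of 8933 genes tested in both tables were in both sets of calls. As the EdgeR table follows the changes at 36 h, no p-value is given for this overlap or for that of the calls by both methods with 36 h. The direction differed for Act79B and CG2150, both picked out after their values were seen. Each of the 17 genes with the same direction was also called by EdgeR at 36 h. Of the 131 genes called at 36 h and the 17 called at 72 h, 14 were shared, 7 up-regulated and 7 down-regulated. The same 14 genes were shared when CuffDiff's calls alone were compared, 169 at 36 h and 39 at 72 h among 8728 genes tested in all tables, where 0.755 would be shared by chance (Fisher's exact test, two-sided, p = 6e-15). EdgeR's calls alone shared 218. Of the 14 genes, 6 lie on X (odds ratio against the autosomes 3.67, Fisher's exact test, two-sided, p = 0.0209, Benjamini-Hochberg adjusted over the arms 0.125). Among the 17 genes called by both methods at 72 h, w (FBgn0003996) had the largest increase, a log2 fold change of 4.14. It is also 1 of the 14 shared genes and 1 of the 6 on X. As w is on the list of transgene markers, its increase cannot be assigned to the knockdown alone. The largest decrease among the 17 genes, of -6.56, was that of Cpr65Ea, called by both methods at 72 h alone. SMC2 (FBgn0027783) had a log2 fold change of -4.49 at 72 h. From the genes that stay changed while dStim recovers, the paper proposes that additional mechanisms regulate them.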

Genes with apparently longer-term changes in expression include *dSet2* and *tko* (Fig. S2e and Fig. 3c). In contrast and like *dStim*, the expression of *dOrai, CG1732* and *Ral* was restored after recovery at 72 h, also confirmed by quantitative PCR (Fig. 3c).

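By FPKM, dSet2 had a log2 fold change of -2.05 at 72 h, or -2.45 relative to genes of similar transcript length. Its FPKM in the authors' deposited table was 40.3 in wild type and 9.75 after recovery, with a CuffDiff q-value of 0.0057. Its change at 72 h differed from that at 36 h by -1.41 on the log2 scale, with an approximate z score of -2.19 from CuffDiff's statistics that did not pass the threshold after adjustment over 117 genes. The log2 fold change of tko at 72 h was 1.67, or 1.82 relative to genes of similar length. Its FPKM in the authors' deposited table was 28.0 in wild type and 89.5 after recovery. For tko the time points differed by 0.51 on the log2 scale (approximate z score 1.16). The neighbouring gt, not called at 72 h by CuffDiff, had a log2 fold change of 4.94 there, and the authors' deposited table gives a CuffDiff q-value of 0.337.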

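The log2 fold change of Ral by FPKM was -0.14 at 72 h. In the authors' deposited table its FPKM was 36.5 in wild type and 33.2 after recovery, while EdgeR's column for 72 h gives -0.80 with an FDR of 7.01e-06. The latter table follows the changes at 36 h more closely than those at 72 h. CG1732 had a log2 fold change of 0.18 at 72 h, when its FPKM in the authors' deposited table had risen to 2475 in wild type and 2797 after recovery. EdgeR's column of the authors' deposited table gives -0.97 for CG1732. The log2 fold change of dOrai at 72 h was -0.79 by FPKM, or -1.04 relative to genes of similar transcript length. In the authors' deposited table the FPKM of dOrai was 28.4 in wild type and 16.4 after recovery, with a CuffDiff q-value of 0.999 and an EdgeR FDR of 0.00189. The difference between the time points was tested itself, by an approximate z score from CuffDiff's statistics. It was 0.76 on the log2 scale for Ral (z score 1.31), 1.25 for CG1732 (z score 1.73) and 0.05 for dOrai (z score 0.09). By this score none of these 3 differences passed the threshold after adjustment over 117 genes, nor without adjustment. For these 3 genes CuffDiff's deposited p-values are smaller than a normal distribution gives for its statistics. The score may thus understate their differences, and it does not show that a difference is absent. The difference passed after adjustment for 19 of the 117 genes. Inos, also shown in Fig. 3b, was among them, with log2 fold changes of -1.27 at 36 h and 0.29 at 72 h (z score 3.01).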

### *Drosophila* flight requires *Ral* expression in neurons

Diverse classes of genes were affected by *dStim* knockdown and many of them could be potential regulators of flight. Because we identified a requirement for SOCE in flight during pupal development we focussed on genes with previously defined functions in developing neurons. One of the down-regulated genes, *Ral (dRal, Rala, CG2849*) is a small GTPase of the Ras superfamily and is the single *Drosophila* ortholog for the mammalian *RalA* and *RalB* genes^24^. 

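Ral is listed as Rala (FBgn0015286), at X 3599017 to 3613665 of dm3, and the longest transcript of its gene in Ensembl release 115 has 2555 nt. Of a list of 10 Ral pathway genes, 3 were found in the tables by name, and the log2 fold change of each was below 0 at 36 h. Their median was -0.52 by FPKM at 36 h. Ral itself, which the study chose for its decrease, is 1 of the 3, so no rank among random lists is given.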

Mammalian and *Drosophila* Ral are known to affect multiple functions in neural cells like exocytosis^25^,^26^,^27^, neurite branching^28^,^29^, and neuronal polarity^30^. Hence, we addressed Ral function in the context of *Drosophila* flight.

Viable males of the Ral mutant, *Ral*^*EE1*^, which harbours a single missense mutation S154L, are sterile^31^. When tested for flight they were identified as flight defective, whereas heterozygous females exhibit normal flight (Fig. 4a). The S25N mutation in *Ral* functions as a dominant negative and reduces Ral function^24^,^32^,^33^. Flies expressing *UAS-Ral*^*S25N*^ (henceforth referred to as *Ral*^*DN*^) with a pan-neuronal driver exhibit normal wings (Fig. S3) but significantly reduced flight times as compared to the *UAS-Ral*^*DN*^ control flies (Fig. 4b). Similarly, knockdown of *Ral* in the nervous system by means of an RNAi (*Ral*^*IR*^) also significantly shortened the duration of flight when compared to *UAS-Ral*^*IR*^ flies (Fig. 4b). The climbing ability of flies with compromised *Ral* levels or function in neurons appeared normal and agrees with previous data where reduced SOCE was found to affect flight but no other motor functions^15^ (Fig. 4c). Akin to manipulations of dSTIM levels, expression of either *Ral*^*DN*^ or *Ral*^*IR*^ exclusively in the pupal nervous system led to flight defects. Similar manipulations solely in the larval stage or for 4 days in the adult stage did not reduce the duration of flight bouts (Fig. 4d). These data confirm a requirement for Ral in pupal development of the *Drosophila* flight circuit.

### Ral acts downstream of intracellular calcium to regulate flight

The transcriptomic screen identified *dStim* as a positive regulator of *Ral* expression. We further tested if a similar effect on Ral levels was obtained upon knockdown of the inositol trisphosphate receptor (IP_3_R), the calcium channel on the ER membrane encoded by *itpr* that also regulates SOCE in *Drosophila* neurons^11^. A significant reduction in Ral levels was obtained upon knockdown of *itpr* in pupal neurons (Fig. 5a), indicating a general effect downstream of the SOCE pathway. Larval levels of Ral were also reduced in heterozygous *dOrai*^3^ mutant animals (Fig. 5b), suggesting that the regulation of Ral expression by SOCE was not restricted to neurons or to the pupal stage.

To determine if reduced flight durations obtained by abrogating Ral function occur downstream of SOCE, we generated a fly strain with the coding sequence of *Ral* under UAS control (*Ral*^*WT*^). Expression of *Ral*^*WT*^ in the nervous system of either *dStim* or *dOrai* knockdown animals significantly rescued flight durations of female flies (Fig. 5c,d). As flies with overexpression of *Ral*^*WT*^ in the wild type background have little or no effect on flight duration (Figs 5c and S4a), deficits in flight circuit maturation by reduced SOCE in pupae can be overcome to a significant extent by *Ral* over-expression.

*itpr* also regulates flight circuit development^34^. Flight defects caused by *itpr* knockdown in the nervous system of female flies were also rescued by expression of *Ral*^*WT*^ (Fig. 5e).

Stronger flight defects in males, very likely because of insertion of the *elav*^*C155*^*GAL4* transgene on the X chromosome and concomitant dosage compensation^35^, were only marginally rescued by over-expression of *Ral*^*WT*^ (Fig. S4a,b,c,e). However, flight defects of a hetero-allelic *itpr* mutant *itpr*^*ka1091*/*wc361*^^34^ were significantly rescued in both sexes (Figs 5f and S4d), ruling out a sex-specific role for *Ral* in flight.

### Ral does not mediate SOCE

Though unlikely, a possible mechanism by which Ral function could affect flight, is through SOCE itself. To test this, we cultured pupal neurons expressing the genetically encoded calcium sensor GCaMP6m^36^. Treatment with thapsigargin, an inhibitor of the sarco-endoplasmic Ca^2+^ -ATPase pump, in Ca^2+^ free media lead to an increase in cytosolic calcium levels, due to passive release from the ER stores in control neurons (Fig. 6a,c). Addition of calcium to the media led to a sustained rise in cytosolic calcium due to SOCE (Fig. 6a,e). Expression of *Ral*^*DN*^ in the neurons did not alter either passive ER-Ca^2+^ store release or SOCE (Fig. 6a,c,e). Passive ER-Ca^2+^ release in pupal neurons with *dStim* knockdown was not different from controls (Fig. 6b,d). The reduced SOCE observed upon *dStim* knockdown remained low both in presence and absence of *Ral*^*WT*^ over-expression (Fig. 6b,f). Expression of *Ral*^*WT*^ thus failed to rescue SOCE in *dStim* knockdown neurons, further supporting Ral function downstream of SOCE in pupal neurons.

## Discussion

A high-throughput transcriptomic screen was performed in pupal neurons to identify genes whose expression is dependent on SOCE. Among transcripts that were acutely down regulated, one encodes the small GTPase Ral. Similar to flight deficits observed by knockdown of the SOCE molecule dSTIM in pupal neurons, *Ral* mutants exhibit shorter flight bouts. We propose that neuromodulatory signals stimulate SOCE and consequently regulate the expression of genes required for multiple aspects of flight circuit maturation during pupal development. Although other SOCE-regulated genes very likely contribute to the observed SOCE-mediated flight deficits, our genetic experiments indicate that contribution of Ral to flight circuit development is substantial (Fig. 3a,b).

### Regulation of gene expression by SOCE in neurons

Regulation of gene expression by SOCE is well established in non-excitable cells^10^. Besides a few recent reports^12^,^15^, a similar role for SOCE in neurons is uncertain. Here we demonstrate that upon acute knockdown of the key SOCE molecule dSTIM in the pupal nervous system of *Drosophila*, specific gene expression changes occur. A primary consequence of *dStim* knockdown is reduced SOCE, though reduced basal cytosolic calcium levels in *Drosophila* neurons has also been reported^11^. Although changes due to secondary effects cannot be ruled out completely, gene expression changes that are observed from knockdown of *dStim* in the 24 h time window, and that are restored after 36 h, are very likely a primary result of reduced SOCE.

Most gene expression affected by *dStim* knockdown is restored after 36 h, but the expression level of a few genes remains altered over longer periods. 

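Of the 131 genes called by both methods at 36 h, 130 had an FPKM above 0 in both groups at 72 h. By CuffDiff's FPKM, 113 of these (86.9%) had the same direction at 72 h as at 36 h, 51 of 57 up-regulated and 62 of 73 down-regulated genes. In random lists of genes matched on expression, the direction at 72 h equalled that at 36 h for a mean of 82.7 (63.6%), and none of the 10000 lists reached 113. The change was smaller at 72 h for 96 genes. The median log2 fold change of the up-regulated genes was 1.16 at 36 h and 0.73 at 72 h, and that of the down-regulated genes -1.46 and -0.61. At 72 h, 43 genes with the same direction and 2 with the opposite direction had an unadjusted CuffDiff p-value under 0.05 in the authors' deposited table. After centring on genes of similar transcript length, an alternative added after the tables were examined and before its own value was computed, 87 of 99 genes (87.9%) kept their direction. The change at 72 h differed from that at 36 h, by an approximate two-sided z test on CuffDiff's statistics with an adjusted p under 0.05, for 19 of 117 genes tested at both time points, and was smaller at 72 h in 18. These genes were selected for their change at 36 h, which by itself favours a smaller change at 72 h. By EdgeR's tables the change differed for 0 of 131 genes, with 2 at an unadjusted p under 0.05. As EdgeR's table for 72 h follows the changes at 36 h, this count says little about 72 h.

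**Figure D3:**
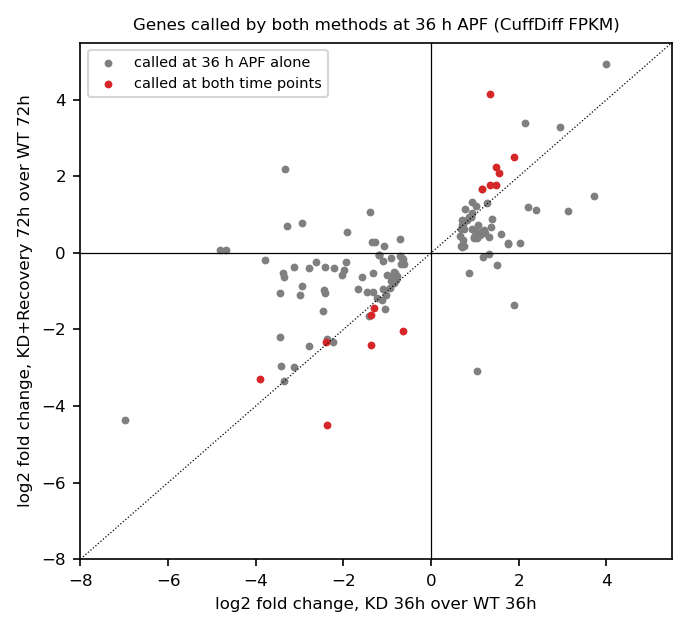
Log2 fold change at 72 h (vertical, knockdown with recovery over wild type) against that at 36 h (horizontal, knockdown over wild type), from CuffDiff's FPKM, for 130 genes called by both methods at 36 h. Red points are the 14 genes called at both time points, the dotted line marks equal changes, and 113 points lie in the quadrants of equal direction.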

Regulation of gene expression by SOCE thus appears to be multi-layered. Factors that regulate both acute and long-term effects of SOCE on gene expression in *Drosophila* neurons remain to be identified. The Nuclear factor of activated T-cells (NFAT) is activated by calcineurin post SOCE and is primarily responsible for changes in gene expression in mammalian cells^37^. Of the five NFAT proteins in mammals, NFAT1-4 is activated by calcineurin and thus changes in cellular calcium. In contrast NFAT5, the only form present in *Drosophila*, lacks the calcineurin binding site and is consequently unresponsive to calcium^38^. However, the fly homolog of another class of calcineurin-regulated transcription factors, transducers of regulated CREB activity (TORCs)^39^,^40^, also known as CREB-regulated transcription co-activator (Crtc), can be activated by intracellular calcium in *Drosophila* intestinal stem cells^41^. Moreover, Adf-1, belonging to the Myb family of transcription factors, acts downstream of the cellular calcium effector CaMKII to regulate dendritic growth^42^. Other transcription factors that regulate transcription in a calcium-dependant manner also exist^43^. A careful analysis to identify transcription factors downstream of SOCE in *Drosophila* neurons is therefore warranted.

### Ral as a regulator of flight circuit development

Our study defines a physiological role for Ral in pupal neurons that ultimately regulate flight duration in adults. However, its precise cellular role in this context is unclear. Ral has many known cellular functions, any or all of which could be relevant for flight circuit development. RalA and RalB regulate GTP-mediated exocytosis in mammalian neurons^25^,^26^. In *Drosophila* S2 cells too, delivery of secretory vesicles to the plasma membrane is reduced upon *Ral* knockdown^27^. Neurotransmitter release from synaptic vesicles during circuit development could affect synapse formation or strength as well as dendritic pruning^44^. A role for *Drosophila* Ral in exocytosis of neurotransmitters during synapse maturation and dendritic pruning in the developing pupal flight circuit^15^ is thus possible and needs further investigation. Ral is also known to affect receptor levels and thereby compromises post-synaptic function^45^,^46^,^47^. It is however, unlikely that SOCE and Ral regulate neurite branching in *Drosophila* pupae, as observed for RalA and B in cultured rat sympathetic neurons^29^. This is because compromising dOrai function in *Drosophila* dopaminergic neurons did not alter their neurite projections *in vivo*^15^.

### Other potential regulators of flight from the transcriptomic screen

Ral knockdown explains the flight defects of SOCE deficient flies to an extent, but over-expression of Ral rescued flight defects of *dStim* or *dOrai* knockdowns only partially (Fig. 5c). Therefore, other genes, with altered expression after *dStim* knockdown, are likely to contribute to the flight phenotype observed. Altered neurotransmitter levels at the synapse by changes in the expression of the GABA transporter (*CG1732*)^48^, which was also down-regulated upon *dStim* knockdown, could regulate flight bouts. Moreover, genes that regulate expression of other genes are good candidates for development and maturation of the flight circuit. One down-regulated gene, *dSet2* is a H3K36 methyltransferase and a positive regulator of gene transcription^49^. Another down-regulated gene, *Acf1* is a transcription factor implicated in dendritogenesis^50^. 

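Acf1 (FBgn0027620) had a log2 fold change of -1.33 at 36 h and of -1.01 at 72 h. FPKM values in the authors' deposited table were 24.9 in wild type and 9.89 in knockdown CNS at 36 h, with a CuffDiff q-value of 0.0041 and an EdgeR FDR of 3.41e-11. The CuffDiff q-value for 72 h in the authors' deposited table was 0.869. The difference between the time points was 0.32 on the log2 scale (approximate z score 0.42 from CuffDiff's statistics). The locus that CuffDiff reports for Acf1 spans 11068 bp of dm3, longer than the 5819 bp of the gene in the annotation, so that it can include a neighbouring gene.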

Interestingly, the transcript level of a known regulator of flight and the dSTIM partner, *dOrai* was also reduced upon *dStim* knockdown, indicating a feedback loop between *dStim* and *dOrai* expression.

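CG13897 (FBgn0035160), the gene of Fig. 3c, had a log2 fold change of -1.43 at 36 h and of -1.64 at 72 h. The FPKM in the authors' deposited table was 27.9 and 10.4 at 36 h and 12.1 and 3.87 at 72 h, wild type first. CG13897 was called by both methods at 36 h, and its CuffDiff q-value at 72 h was 0.222 in the authors' deposited table. The time points differed by -0.21 on the log2 scale (approximate z score -0.30 from CuffDiff's statistics). The name CG13987 does not occur among the gene names of the tables.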

Some genes like *dSet2* and *CG13987* remain down-regulated even after *dStim* expression is restored, suggesting that reduced SOCE leads to prolonged and indirect changes in gene expression of pupal neurons. At this point, it is unclear if such persistent changes are important for flight circuit development, subsequent to the requirement of SOCE, or if they are just changes that occur upon SOCE knockdown and cannot be reversed later.

Gene expression changes in pupae might also regulate flight by affecting wing development. In fact, a down-regulated gene *hinge3*/*CG13897* is a regulator of wing development^51^ and two other genes identified from the screen, *CG11382* and *CG11226* have been implicated in wing morphogenesis^52^. 

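CG11382 (FBgn0040367) was called at both time points and its log2 fold change at 72 h was -3.29. In the authors' deposited table its FPKM fell from 105 in wild type to 7.05 in knockdown CNS at 36 h. CG11226 (FBgn0037195) was up-regulated at 36 h, when its FPKM in the authors' deposited table was 0.728 in wild type and 6.40 in knockdown CNS. With a pseudocount of 1 its log2 fold change at 36 h was 2.10. At 72 h it was 1.10 without a pseudocount, not past the threshold by CuffDiff (q-value 0.999 in the authors' deposited table).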

Wing posture is affected in a variety of *itpr* mutants^34^ as well as in flies with compromised neuronal SOCE^11^,^53^, thus making such SOCE-regulated genes interesting candidates for further investigation. It should be noted however that reduced Ral expression and function during pupal development did not alter gross wing morphology (Fig. S3).

Different genes might regulate specific aspects of flight circuit development, most likely in different cells. The exact identity of central neurons that regulate flight durations is not known. However reduced SOCE in dopaminergic^15^, peptidergic Dilp2 producing^53^ and glutamatergic neurons^11^ can either reduce flight times^11^,^53^ or abolish flight altogether^15^. Thus, the duration of flight bouts is affected not only by activity of flight motor neurons and neurons that connect to them directly as part of the central pattern generator, but also through neuromodulatory signals from central brain centres that can affect both flight circuit maturation and function. Further work is required to parse the regulation of gene expression by SOCE in different classes of such modulatory neurons.

### SOCE regulated gene expression: implications beyond flight

In light of SOCE-regulated Ral expression, a broader role for SOCE in neural circuit maturation and long-term function is likely. SOCE in neuronal cells has been implicated in a variety of developmental functions such as synaptic plasticity and axon guidance^54^. It is possible that SOCE-regulated gene expression changes, including altered Ral expression, mediate such functions. Moreover, de-regulation of calcium signalling in adults is associated with several neurodegenerative disorders like ataxia^55^, Parkinson’s^56^ and Alzheimer’s disease^57^,^58^. SOCE-regulated gene expression may thus contribute to other functions of SOCE in the adult nervous system, for example neuronal survival and neurodegeneration.

## Methods

### Fly rearing and stocks

*Drosophila* strains were grown on cornmeal medium supplemented with yeast. Flies from crosses involving *Ral*^*DN*^ and *Ral*^*IR*^ strains were reared at 29 °C in all cases. All other flies were reared at 25 °C unless stated otherwise. *Canton S* was used as wild-type (WT) throughout. All other fly stocks are listed in Supplementary Table 1.

### Single Flight Assay

Flies of either sex unless otherwise specified were aged for 3 to 5 days and were tested for flight by the single flight assay modified from^15^. Briefly, flies were anaesthetized on ice for a short time and then tethered between the head and thorax using a thin metal wire and nail polish. After allowing them to recover for ~15 minutes, a mouth blown air puff was given and flight time was recorded using a stop watch. Flight was recorded for a maximum of fifteen minutes for each fly in batches of 5–10 flies at a time. Flight times are represented as box plots generated using BoxPlotR^59^.

### RNA isolation and quantitative PCR

Central nervous systems (CNS) from pupae of the appropriate genotype and age were dissected in phosphate buffer saline prepared in double distilled water treated with diethyl pyrocarbonate (Sigma). CNS from 8–10 pupae were pooled per sample and homogenised in 500 μl TRIzol (Life Technologies) by vortexing immediately after dissection. After homogenization the sample was kept on ice and either processed within 30 min or stored at −80 °C for processing for up to 4 weeks. RNA was isolated by following manufacturer’s protocol for TRIzol. Purity of the isolated RNA was estimated by a NanoDrop spectrophotometer (Thermo Scientific) and integrity was checked by running it on a 1% Tris-EDTA agarose gel.

Approximately 500 ng of total RNA was used per sample for cDNA synthesis. DNAse treatment and first strand synthesis were performed as described in ref. 15. Quantitative real time PCRs (qPCRs) were performed in a total volume of 10 μl with Kapa SYBR Fast qPCR kit (KAPA Biosystems) on an ABI 7500 fast machine operated with ABI 7500 software (Applied Biosystems). Duplicates were performed for each qPCR reaction. Each experiment was performed at least three times with independently isolated RNA samples. *rp49* was used as the internal control. All primer sequences are listed in Supplementary Table 2. A melt analysis was performed at the end of the reaction to ensure the specificity of the product. The fold change of gene expression in any experimental condition relative to wild-type was calculated as 2^−ΔΔCt^, where ΔΔCt = (Ct (target gene) − Ct (rp49))_Expt._ − (Ct (target gene) − Ct (rp49))_Control._

### Western Blot

Approximately 8–10 pupal CNS of appropriate genotype and age were dissected in phosphate buffer saline and homogenized immediately by vortexing in 100 μl lysis buffer (20 mM HEPES, 100 mM KCl, 0.1% Triton-X, 1 mM PMSF). The homogenate (15 μl) was run on an 8% SDS-PAGE gel and then transferred to a nitrocellulose membrane using standard protocols. After overnight incubation in primary antibody at 4 °C and 1 h in secondary antibody, the signal was probed using chemi-luminiscent detection system (ECL, Thermo Scientific). The following antibodies were used: 1° mouse anti-dSTIM antibodies 8G1 and 3C1^60^ at a 1:20 final dilution, 1° mouse anti β-tubulin (Developmental Studies Hybridoma Bank) at 1:5000 and 2° anti-mouse HRP (Cell Signalling Technology) at 1:10000.

### Library preparation and sequencing

Total RNA was isolated from dissected CNS using TRIzol as described above. The RNA was run on a Bio-analyzer chip (Agilent) to ensure integrity. Approximately 500 ng of total RNA was used per sample to prepare libraries using TruSeq RNA Library Prep Kit v2 (Illumina) following manufacturer’s instructions, but with 1/3^rd^ of the kit recommended volumes^61^. The prepared libraries were run on a DNA1000 chip of Bio-analyzer to check their size. Libraries were then quantified by qPCR and run on an Illumina Hiseq2000 platform. Eight samples were run in a single lane. Biological duplicates were performed for each sample.

### RNA-seq data analysis

Reads obtained after sequencing were aligned to the *Drosophila* genome dm3 release using TopHat^62^. The mapped reads measured to an average coverage depth (C) of 5.8 (±0.7) times the *Drosophila* genome calculated as C = LN/G where L is the length of the reads which in this case was 50, N = number of reads and G is the size of the haploid genome, which for *Drosophila* is 130 Mb.

Differential expression upon *dStim* knockdown was estimated by CuffDiff2, a software package that takes the reads aligned by Tophat^62^ as input, and uses geometric normalization on gene-length normalized read counts, a beta negative binomial model for distribution of reads and t-test for calling differentially expressed genes^63^,^64^. We set a corrected p-value, referred to as the q-value cut-off of 0.05, to identify differentially expressed genes by this method.

The number of reads per gene were also calculated independently using the bioconductor package GenomicRanges^65^. These gene counts were then used for differential analysis with EdgeR, an R based bioconductor software that takes in read counts per sample as input, normalizes them using the Trimmed Mean of M-values (TMM) method and then using a negative binomial model employs an exact test to identify differentially expressed genes^21^,^64^. Here, an FDR-corrected p-value of 0.05 was used as cut-off.

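Among the 131 genes called by both methods at 36 h, the smallest absolute log2 fold change was 0.62 by CuffDiff and 0.57 by EdgeR. Among the 17 genes at 72 h it was 1.40 and 0.66. With an absolute log2 fold change of at least 1 required in both tables, 87 genes were left at 36 h and 16 at 72 h.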

A fold change cut-off was not applied and the minimum significant fold change observed was ±0.5. Only genes with non-zero values in both samples were considered. 

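Another 11 genes at 36 h and 75 at 72 h passed CuffDiff's q-value threshold with an FPKM of 0 in either group. At 72 h, 72 of them were listed at 0 after knockdown and recovery and 3 in wild type. Across all listed genes at 72 h, 937 were at 0 in the recovery group alone and 321 in wild type alone, against 515 in knockdown alone and 554 in wild type alone at 36 h. Among genes at an FPKM of 0.2 to 0.5 in wild type at 72 h, 18.8% were at 0 after recovery. Of those at the same level after recovery, 5.21% were at 0 in wild type. With such genes kept, CuffDiff's calls at 72 h number 129 and the genes called by both methods 18.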

Genes found to be significantly altered by both methods were considered differentially expressed. The scatter plots, density box plot and dendrogram were generated using CummeRbund^20^. Heat maps were generated using Matrix2png^66^. Comparison of gene lists and generation of Venn Diagrams was carried out using Whitehead BaRC public tools (http://jura.wi.mit.edu/bioc/tools/).

### Climbing assay

Flies of either sex were dropped in a glass cylinder in batches of 10. Flies were collected at the bottom of the cylinder by gently tapping it. The flies were monitored for 12 seconds and the number of flies that crossed an 8 cm mark within these 12 seconds was noted manually. Average number of flies that crossed the 8 cm mark in 12 seconds from a minimum of three independent batches was plotted as a bar graph with standard error of mean.

### Generation of the Ral^WT^ transgenic line

*Ral*^*WT*^ was generated by cloning the coding sequence of *Ral* from wild-type flies. RNA was isolated using TRIzol (Ambion) from adult flies. cDNA was synthesized from 1 μg total RNA using 0.25 μg oligo (dT)_12–18_ (Invitrogen) and 40 uM-MLV reverse transcriptase (Invitrogen) along with 10 mM DTT, 20 units RNaseOUT (Invitrogen) and 1 mM dNTPs (Invitrogen) in a total reaction volume of 25 μl. Primers with NotI and KpnI sites were used for PCR with Phusion high fidelity DNA polymerase (New England BioLabs). Primer sequences are listed in Supplementary Table 2. The PCR product was subsequently digested using NotI and KpnI (New England BioLabs) and cloned into the pUAST attb vector^67^ which was then microinjected in embryos to obtain *Ral*^*WT*^ flies.

### Primary neuronal cultures from pupal brains

The protocol for culturing pupal neurons has been modified from^68^. Pupae were aged between 24–48 h and dissected in dissecting saline (DS) containing 137 mM NaCl, 5.4 mM KCl, 170 μM NaH_2_PO_4_, 220 μM KH_2_PO_4_, 33.3 mM glucose, 43.8 mM sucrose and 9.9 mM HEPES at pH 7.4. Each culture dish contained cells from 4–6 CNS. After dissection, CNS were incubated in DS with 50 units/ml of papain activated by cysteine (1.32 mM) for 15–20 minutes at room temperature. Following enzymatic treatment, dissociated CNS were briefly spun down and washed with DDM2 (DMEM/F-12 with GlutaMAX (Gibco) supplemented with 100 units/ml penicillin-streptomycin (Gibco), 10 μg/ml Amphotericin B (Gibco), 20 mM HEPES, 50 μg/ml insulin and 20 ng/ml progesterone). After washing, the CNS were re-suspended in 50 μl DDM2 and triturated gently with a 100 μl pipette tip until disintegrated to tiny lumps. The total volume was made up to 200 μl with DDM2 and plated on a dish made as described in^68^ coated with 0.1 mg/ml poly D-lysine. The cultures were incubated at 25 °C with 5% CO_2_ for 18–20 h before imaging.

### Live Ca^2+^ Imaging

Pupal cultures washed three times with haemolymph like saline (HL_3_) without calcium (70 mM NaCl, 5 mM KCl, 20 mM MgCl_2_, 10 mM NaHCO_3_, 5 mM Trehalose, 115 mM sucrose, 5 mM HEPES, pH 7.2) before imaging to minimize the amount of calcium in the extracellular fluid. The genetically encoded calcium sensor GCaMP6m was used for observing calcium signals. Thapsigargin (Invitrogen) and calcium to a final concentration of 10 μM and 2 mM were added manually at the indicated time points. Images were taken as a time series on an XY plane at an interval of 4 seconds using a 40× oil objective with an NA of 1.3 on an Olympus FV1000 inverted confocal microscope (Olympus Corp. Japan). The raw images were extracted using Fiji^69^ and regions of interest (ROI) selected using the Time series analyser plugin. ∆F/F was calculated using the formula ∆F/F = (F_t_ − F_0_)/F_0_, where F_t_ is the fluorescence at time t and F_0_ is baseline fluorescence corresponding to the average fluorescence over the first ten frames.

### Statistical Analysis

For all analysis involving more than two test conditions, One-way Analysis of Variance (ANOVA) was performed, followed by pairwise Tukey’s test. Statistical significance post ANOVA is denoted with red alphabets in all figures. In each comparison, conditions with different alphabets are statistically significant at alpha <0.05 whereas conditions with the same alphabet are statistically indistinguishable. Supplementary file 2 contains the exact p-values for all post hoc comparisons. For comparision between two samples, two-tailed unpaired Student’s t-test was used and the p-value is stated in the respective figure legends. All statistical tests were performed using Origin 8.0 software (Micro Cal). Area under the curve calculations were done using Microsoft Excel (Microsoft). All box plots were plotted using BoxPlotR^59^.

### Data

The RNAseq data associated with this manuscript has been submitted to GEO with accession number GSE89168.

## Additional Information

**How to cite this article**: Richhariya, S. *et al*. A pupal transcriptomic screen identifies Ral as a target of store-operated calcium entry in *Drosophila* neurons. *Sci. Rep.* **7**, 42586; doi: 10.1038/srep42586 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary File 1

Supplementary File 2

## Figures and Tables

**Figure 1:**
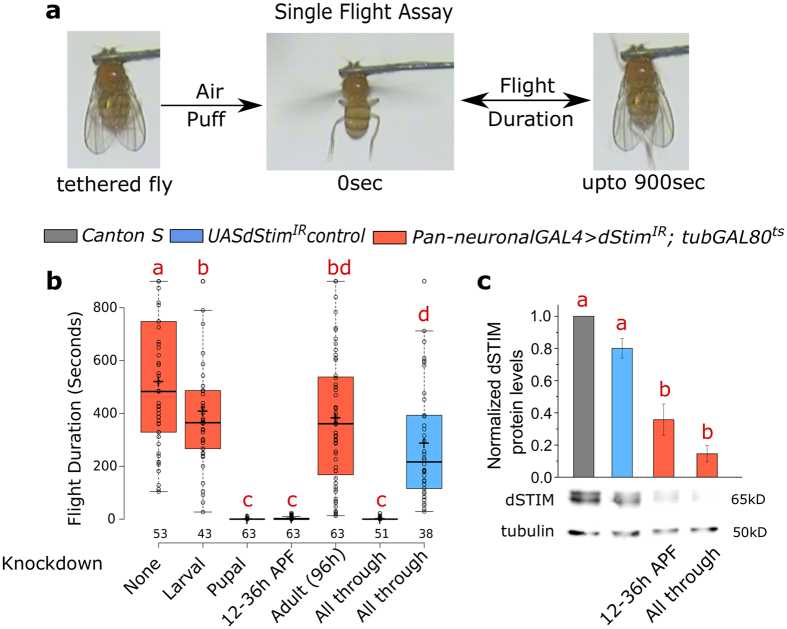
dSTIM is required in the nervous system during early pupal development for flight. (**a**) Schematic of the assay used for measuring duration of flight bouts. (**b**) Duration of flight bouts in flies with pan-neuronal knockdown of *dStim* at different developmental stages is plotted as box plots. Stages of *dStim* knockdown are indicated below each box. Stage specific knockdowns were performed with the TARGET system, where a *GAL80*^*ts*^ transgene was driven by the *tubulin* promoter (*tubGAL80*^*ts*^). Horizontal lines in the box represent medians, crosses indicate the means, box limits indicate the 25th and 75th percentiles, whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles, individual data points are represented as open circles and the numbers below represent the number of flies tested for each box. (**c**) Bars represent dSTIM protein levels (means ± SEM) normalized to Tubulin in protein lysates isolated from CNS of the indicated genotypes. A representative western blot used for quantification is shown below. n ≥ 3. Red alphabets over the box plots/bar graphs represent statistically indistinguishable groups (one-way ANOVA with a post hoc Tukey’s test p < 0.05). APF- After Puparium Formation.

**Figure 2:**
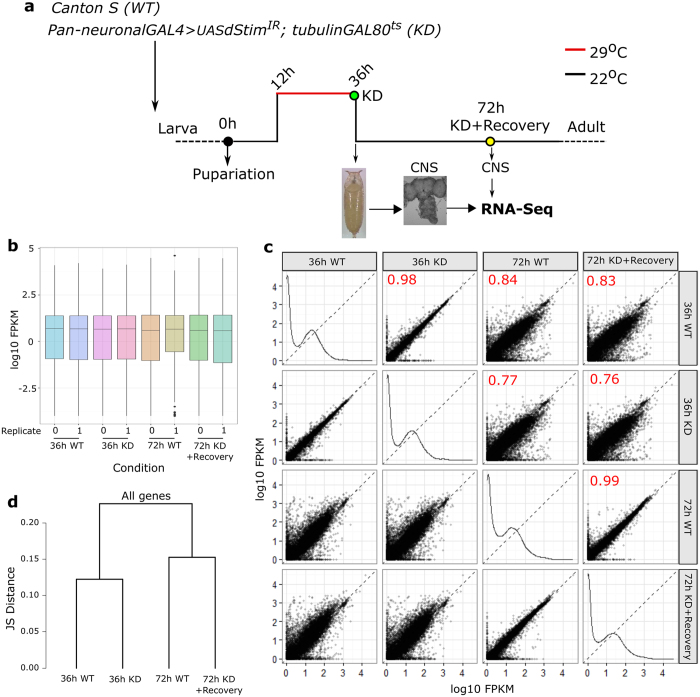
RNA-seq at two pupal time points reveals a larger contribution of age over *dStim* knockdown to gene expression. (**a**) Schematic representation of the experimental design for RNAseq. Pan- neuronal *dStim* knockdown was for 24 h from 12 h–36 h APF, following which the transcriptome was sequenced from wild type and knockdown CNS. Another RNAseq was performed at 72 h APF, allowing 36 h of recovery post *dStim* knockdown. (**b**) Box plots indicating the distribution of reads across all the samples sequenced. (**c**) Scatter plots of all the four conditions sequenced against each other. Each dot on these plots represents a single gene. The numbers in red indicate correlation coefficient (R^2^) values between the two conditions. Samples at the same age correlate better than across age. (**d**) A dendrogram of Jensen-Shannon divergences analysing pattern of gene expression between the indicated conditions.

**Figure 3:**
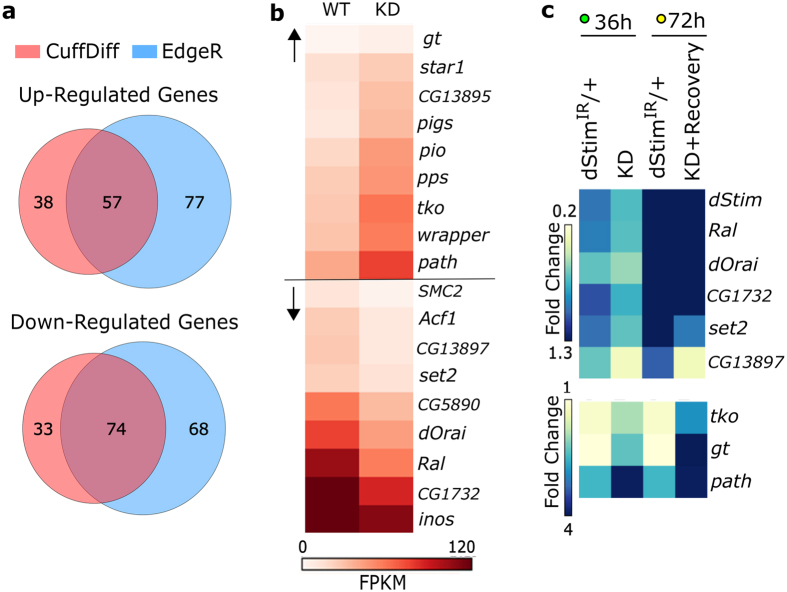
Altered gene expression upon *dStim* knockdown in early pupae. (**a**) Venn Diagrams representing the number of up and down regulated genes at 36 h APF as quantified by CuffDiff and EdgeR. (**b**) Heat map representing normalized read counts of some of the differentially expressed genes in wild type and knockdown conditions. FPKM - Fragments Per Kilobase per Million reads. (**c**) Heat map representing fold changes of the indicated genes, as measured by qPCR at the two time points of 36 h and 72 h, normalized to wild type levels (fold change = 1; not shown).

**Figure 4:**
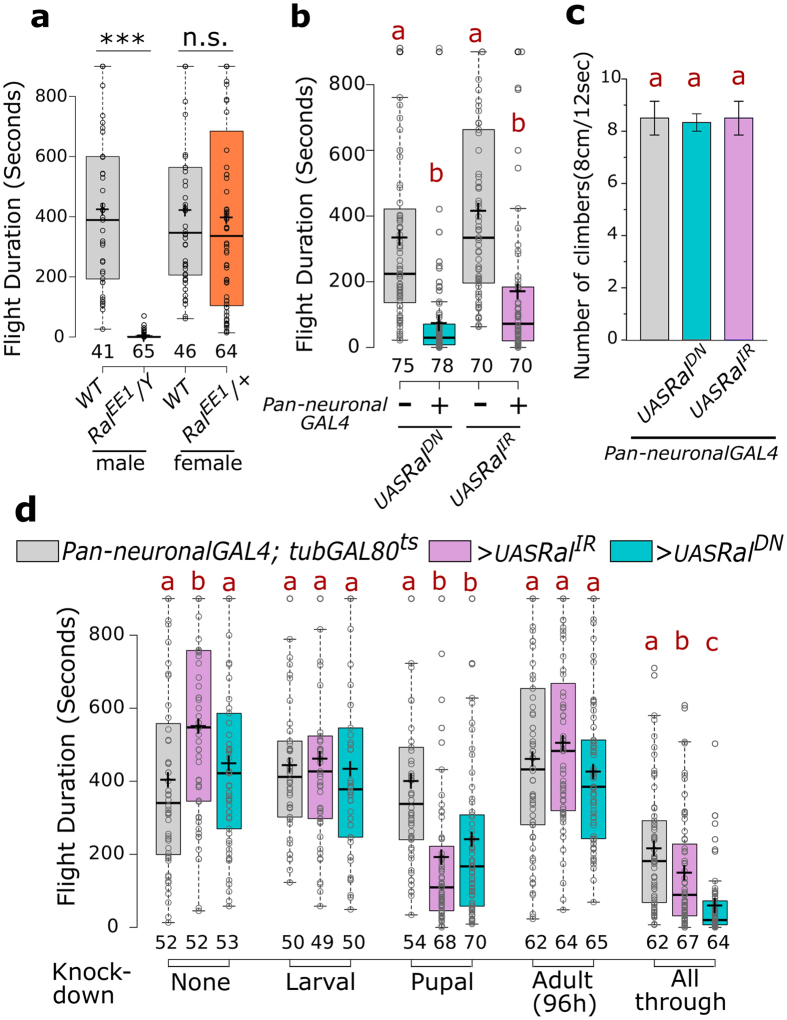
*Drosophila* flight requires *Ral* expression in neurons. (**a**) Box plots of flight bout durations of wild type and *Ral*^*EE1*^ flies. The males were hemizygous and females heterozygous for the mutation. ***p < 0.0001, n.s. not significant p = 0.6617, two-tailed t-test. (**b**) Box plots of flight bout durations of flies upon pan-neuronal expression of the dominant negative form of Ral (*Ral*^*DN*^) and an RNAi against Ral (*Ral*^*IR*^), along with corresponding UAS-controls. (**c**) Bars represent the climbing ability of flies, measured as the average number of flies (out of 10) that climb 8 cm in 12 seconds, upon pan-neuronal expression of *Ral*^*DN*^ and *Ral*^*IR*^. Error bars represent SEM calculated from three or more experiments. (**d**) Box plots of flight bout durations of flies upon pan-neuronal expression of *Ral*^*DN*^ *and Ral*^*IR*^ at the indicated stages of development using the TARGET system. Box plots and their symbols are as described for Fig. 1b. Red alphabets over the box plots/bar graphs represent statistically indistinguishable groups (one-way ANOVA with a post hoc Tukey’s test p < 0.05).

**Figure 5:**
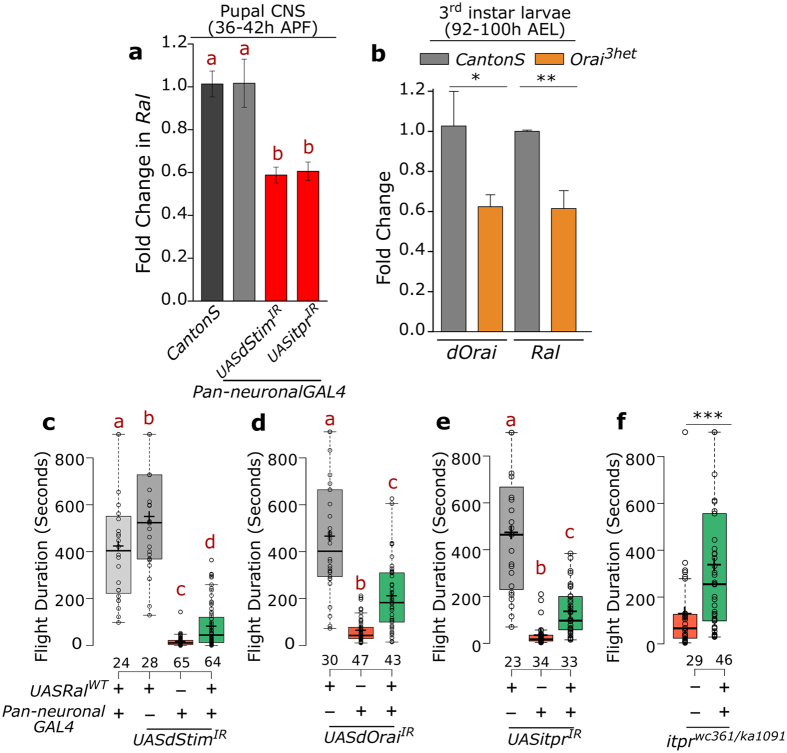
Over-expression of Ral can rescue flight deficits caused by loss of intracellular calcium signalling. (**a**,**b**) Fold change of *Ral* RNA levels obtained by qPCR from the indicated tissues, genotypes and ages represented as bars with error bars indicating SEM. (**c**,**d**) Box plots show the flight bout durations of female flies of the indicated genotypes. Over-expression of *Ral*^*WT*^ can partially rescue flight upon knockdown of the SOCE components *dStim* and *dOrai*. (**e**) Reduced flight bout durations in IP_3_R knockdown (*itpr*^*IR*^) and (**f**) mutant (*itpr*^*wc361*/*ka1091*^) strains can be rescued by over-expression of *Ral*^*WT*^. Box plots and their symbols are as described for Fig. 1b. Red alphabets over the box plots represent statistically indistinguishable groups (one-way ANOVA with a post hoc Tukey’s test p < 0.05). *p = 0.096, **p = 0.0073, ***p = 0.001; two-tailed t-test.

**Figure 6:**
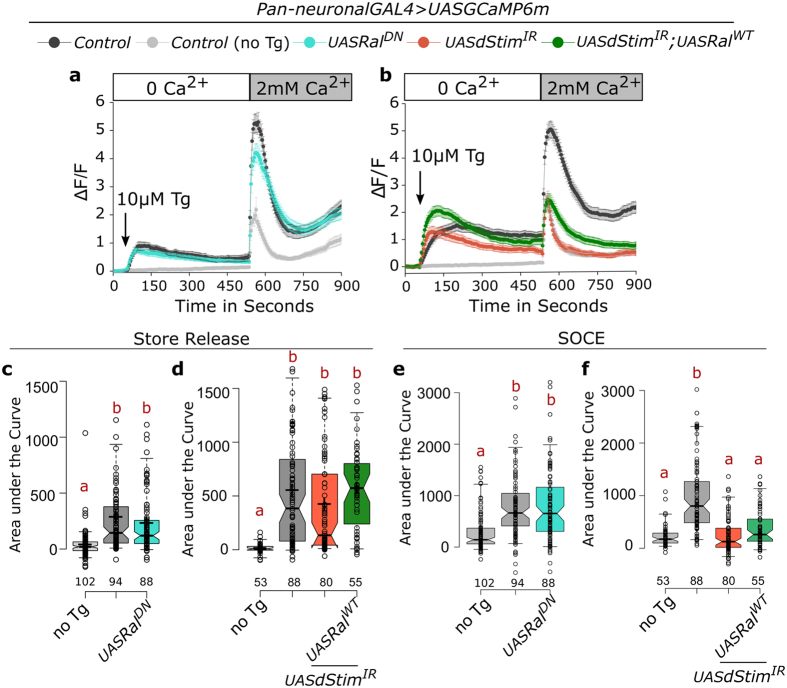
Ral does not mediate SOCE. (**a**,**b**) Traces represent mean (±SEM) of normalized changes in fluorescence (ΔF/F) of the Ca^2+^ sensor GCaMP6m over the indicated time periods. Fluorescence measurements were from cultured pupal neurons of the indicated genotypes. Treatment with thapsigargin (Tg) leads to passive release of ER store Ca^2+^ and extracellular addition of Ca^2+^ results in Store-operated Ca^2+^ entry or SOCE. (**c**,**d**) ER-store Ca^2+^ release, as estimated by area under the curve from 60 to 540 seconds represented as box plots. (**e**,**f**) SOCE, estimated by the area under the curve from 541 to 900 seconds is represented as box plots for the indicated genotypes. In the box plots, centre lines show the medians, crosses indicate the means, box limits indicate the 25th and 75th percentiles, whiskers extend to the 5^th^ and 95^th^ percentiles, individual data points are represented as open circles and the numbers below represent the n for each box. Notches represent 95% confidence interval for each median. Red alphabets over the box plots represent statistically indistinguishable groups (one-way ANOVA with a post hoc Tukey’s test p < 0.05).

# Supplementary material for: A pupal transcriptomic screen identifies Ral as a target of store-operated calcium entry in Drosophila neurons
**Source:** Sci Rep. 2017 Feb 14;7:42586. doi: 10.1038/srep42586
**Supplement:** Supplementary Information

**Supplementary Information**

**A pupal transcriptomic screen identifies Ral as a target of store-operated calcium entry in *Drosophila* neurons**

Shlesha Richhariya, Siddharth Jayakumar, Katharine Abruzzi, Michael Rosbash and Gaiti Hasan

**
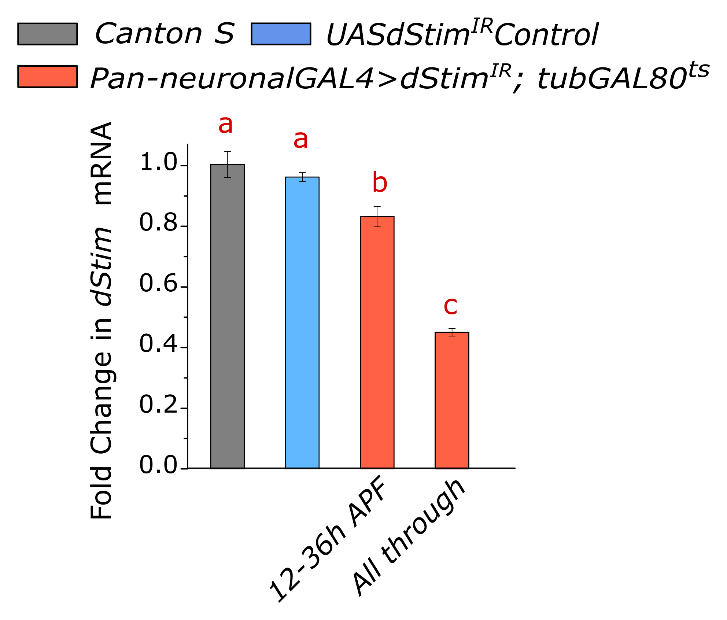
**

**Figure S1: *dStim* RNA levels post knockdown**

Bars indicate mean fold change in *dStim* RNA levels (± SEM) isolated from central nervous systems (CNS) of 36h old pupae of the indicated genotypes. *dStim* knockdown was for the indicated durations. Red alphabets over the bar graphs represent statistically indistinguishable groups (one-way ANOVA with a post hoc Tukey’s test p<0.05).

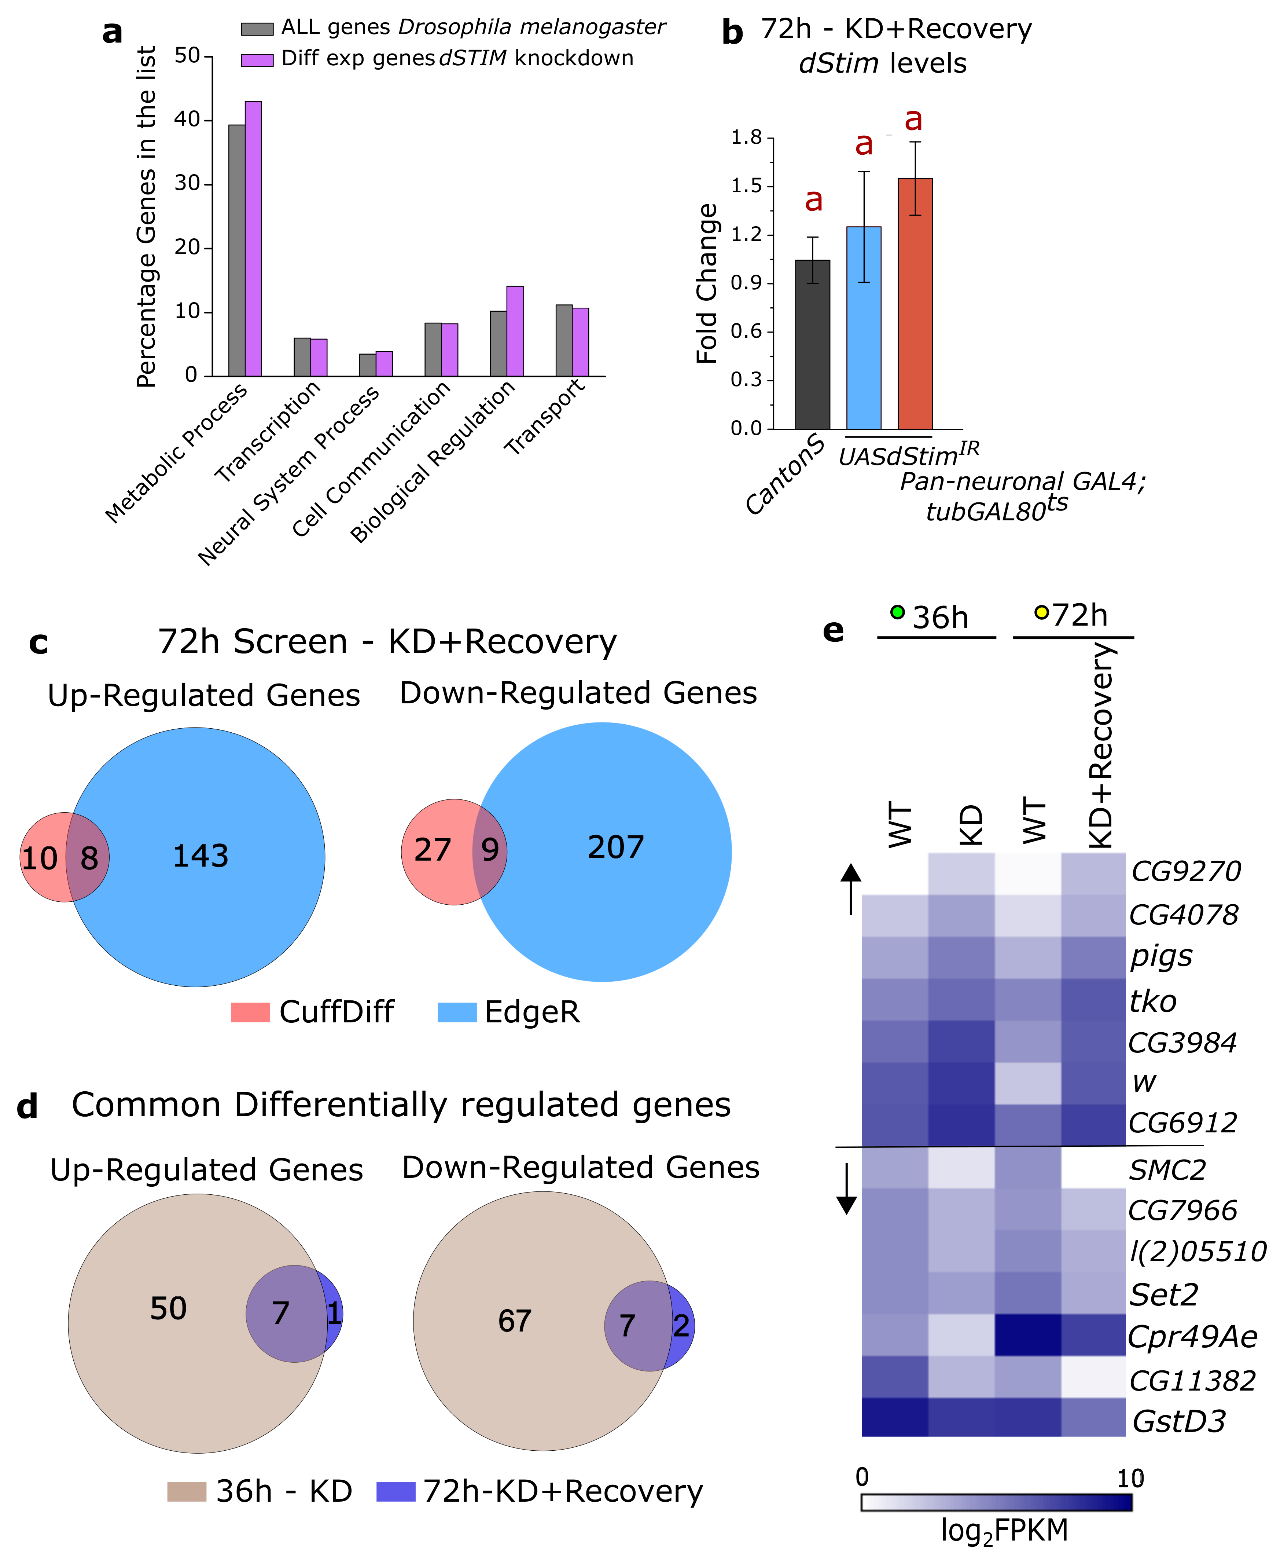

**Figure S2: Altered gene expression upon *dStim* knockdown and recovery**

(a) Bars represent the percentage of all differentially expressed genes at 36h APF upon *dStim* knockdown from 12-36h APF and all genes in *Drosophila* in the indicated biological process by Gene Ontology classification. (b) Bars represent mean (± SEM) of fold changes in *dStim* RNA from the CNS of 72h old pupae of the indicated genotypes measured by qPCR. *dStimIR* pupae were subjected to 24h of *dStim* knockdown followed by 36h of recovery. Red alphabets over the bar graphs represent statistically indistinguishable groups (one-way ANOVA with a post hoc Tukey’s test p<0.05). (c) Venn Diagrams representing the number of up and down regulated genes at 72h APF, respectively as quantified by CuffDiff and EdgeR. (d) Venn Diagrams representing the number of common up and down regulated genes between pupae at 36h (*dStim* knockdown) and 72h (*dStim* knockdown + recovery). (e) Heatmap with normalized read counts of 14 differentially regulated genes, identified by both Cuffdiff and EdgeR, at the two time points of 36h (KD) and 72h (KD + recovery).

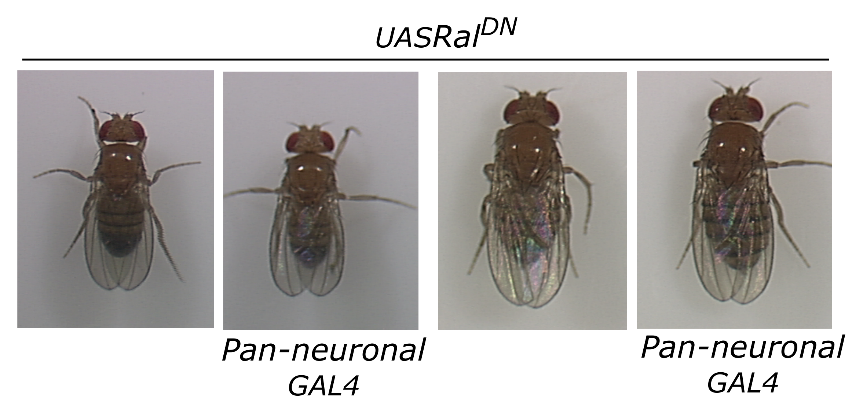

**Figure S3: Neuronal Ral function is not important for gross wing morphology** Images are from male and female flies of the indicated genotypes.

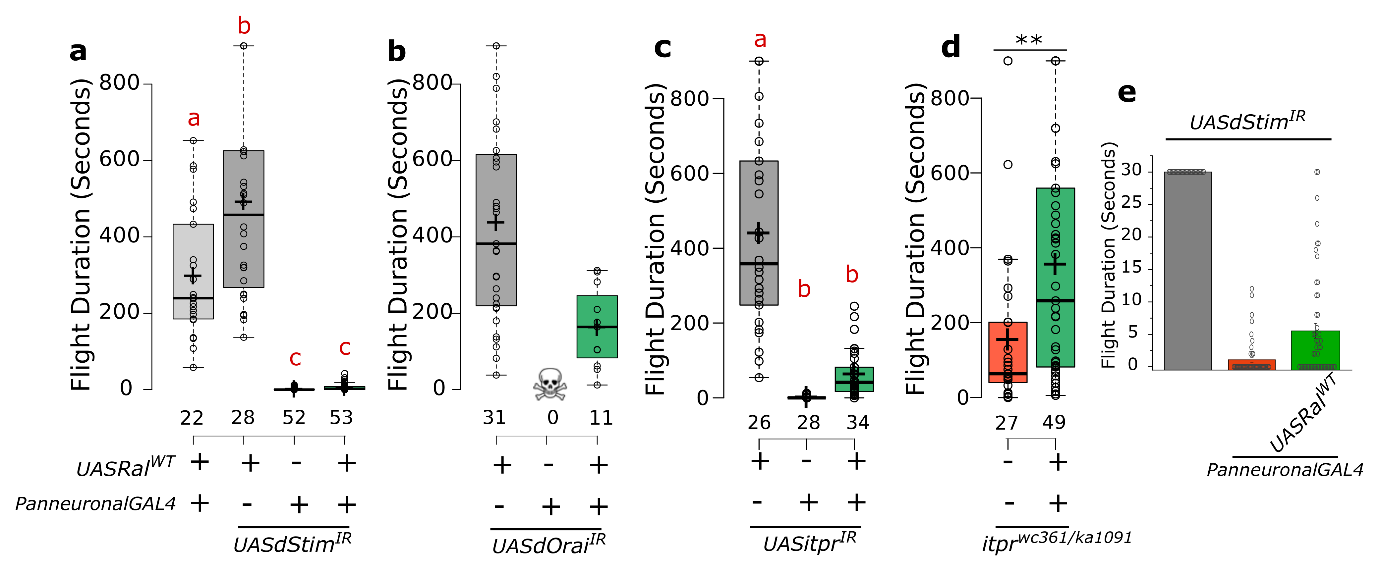

**Figure S4: Ral acts downstream of intracellular calcium signalling to regulate flight**

(a-d) Duration of flight bouts of male flies from the indicated genotypes represented as box plots. (c) Bars represent the flight duration of *dStim* knockdown and *Ral* rescue flies from (a) for the first 30 seconds as mean (± SEM). Open circles are individual data points. Red alphabets over the box plots/ bar graphs represent statistically indistinguishable groups (one-way ANOVA with a post hoc Tukey’s test p<0.05). **p=0.00125, two-tailed t-test.

Supplementary Table 1: List of Fly Stocks

| **Fly line** | **Description** | **Source** |
| --- | --- | --- |
| *elavC155 GAL4* | Pan-neuronal Driver | BDSC BL458 1 |
| *RalEE1* | Ral mutant | BDSC 25095 |
| *UASRalDN* | UAS-dominant negative of Ral | BDSC 32094 |
| *UASRalIR* | UAS-RNAi against *Ral* | BDSC 29580 |
| *GCaMP6m* | UAS-genetically encoded calcium sensor | BDSC 42748 |
| *UASdStimIR* | UAS-RNAi against *dStim* | VDRC v47073 |
| *UASdOraiIR* | UAS-RNAi against *dOrai* | VDRC v12221 |
| *UASitprIR* | UAS-RNAi against *itpr* | NIG 1063-R2 |
| *tubulinGAL80ts* | Expresses GAL80 under the tubulin promoter, two insertions on the II chromosome | Albert Chiang  (NCBS, TIFR, India) |
| *itprka1091* | *itpr* mutant | BDSC 30739 2 |
| *itprwc361* | *itpr* mutant | 2 |
| *Orai3* | *dOrai* mutant | BDSC 17538 |

Supplementary Table 2: List of Primer Sequences

| **name** | **Sequence 5’>3’** |
| --- | --- |
| *Rala_cloning_F* | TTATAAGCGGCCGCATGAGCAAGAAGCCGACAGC |
| *Rala_cloning_R* | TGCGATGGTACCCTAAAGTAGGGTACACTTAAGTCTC |
| *rp49_F* | CGGATCGATATGCTAAGCTGT |
| *rp49_R* | GCGCTTGTTCGATCCGTA |
| *dStim_F* | GAAGCAATGGATGTGGTTCTG |
| *dStim_R* | CCGAGTTCGATGAACTGAGAG |
| *Ral_F* | GACTACGAGCCCACCAAG |
| *Ral_R* | CGGCATAATCCTCCTGGC |
| *dOrai_F* | GAGATAGCCATCCTGTGCTGG |
| *dOrai_R* | CGGATGCCCGAGACTGTC |
| *CG1732_F* | GAGGAGGAGATGTGTGTAAGC |
| *CG1732_R* | TGTCCGTAGTTGTAGGTGAGC |
| *set2_F* | CCAATGCCACCGAGTGTTAC |
| *set2_R* | TCCTTGCGATACGGACGC |
| *CG13897_F* | GACGCCCTTCCAGAATGTC |
| *CG13897_R* | GCTGCTGTCGTTGCTCAG |
| *tko_F* | TGCCAGCTCTAGGACAGC |
| *tko_R* | TTGTAGTACCAGCCGTCGC |
| *path_F* | TACTACAGAACTCGCCGCAC |
| *path_R* | CAGACCAAACAGGATGGAGAAC |
| *gt_F* | AAGACTCCCTCGCCGTATC |
| *gt_R* | GTGGCTTGCTCCTGCTTG |

**Supplementary File legends:**

**Supplementary File 1.** List of genes with altered expression levels upon *dStim* knockdown

**Supplementary File 2.** File with p-values for all ANOVA and post-hoc comparisons

**Supplementary References:**

1. Lin, D. M. & Goodman, C. S. Ectopic and increased expression of Fasciclin II alters motoneuron growth cone guidance. *Neuron* **13,** 507–523 (1994).

2. Joshi, R., Venkatesh, K., Srinivas, R., Nair, S. & Hasan, G. Genetic Dissection of itpr Gene Function Reveals a Vital Requirement in Aminergic Cells of Drosophila Larvae. *Genetics* **166,** 225–236 (2004).

How the deposited data were processed for this re-analysis (not part of the article)

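The samples were pupal CNS from wild type animals (Canton S) and from animals with pan-neuronal dStim knockdown, 2 biological replicates in each of 4 groups: wild type at 36 h, knockdown at 36 h, wild type at 72 h, and knockdown with recovery at 72 h. Groups were taken from the sample labels and Fig. 2a. The paper's text gives 8 to 10 CNS per sample and the labels give 10.

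The authors aligned the reads to dm3 with TopHat. With CuffDiff the authors normalized gene-length normalized counts geometrically and deposited 1 FPKM per gene and group, pooled over replicates, with a test statistic, which is a score, and p-values with their q-values. With GenomicRanges the authors counted reads per gene, and with edgeR (EdgeR in the paper) the authors applied TMM normalization and an exact test. From these the authors deposited log2 fold changes, average log2 CPM, p-values and FDR. The authors' filter on genes in the EdgeR tables is not stated in the paper's text. The values hold no column per replicate, so no new test across libraries, no SD, no fit with a replicate block and no fit without single replicates could be made. The total counts and the depth per sample are unknown from these values, so no interval on counts is given.

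The calls were recounted from the deposited q-values and FDR under 0.05, with CuffDiff's calls limited to genes with an FPKM above 0 in both groups, as the methods state. Benjamini-Hochberg values were recomputed from the deposited p-values as a check. Genes called by both methods needed the same direction in both tables. Log2 fold changes were computed from the pooled FPKM without a pseudocount. The overlap of calls between the methods was set against the hypergeometric distribution, and that between time points and that between chromosome arms were tested with Fisher's exact test. The difference between time points was tested per gene with an approximate two-sided z test. Its standard error is the absolute log2 fold change divided by the normal quantile of the deposited p-value for EdgeR's columns and by the test statistic for CuffDiff's. With 2 replicates per group a normal approximation is rough, so z scores are printed and no p-value, and the score rests on the authors' own error models. For the count of genes, p-values were adjusted with Benjamini-Hochberg over the genes called by both methods at 36 h.

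Profiles were compared by Pearson's r squared of log10(FPKM + 1) and by the Jensen-Shannon distance. Gene lists for neurons, glia, muscle, fat body, cuticle and trachea, photoreceptors, pigment, hemocytes, heat shock, male dosage compensation, the male germline, transgene markers, housekeeping, RNA interference, SOCE components, the Ral pathway, and the genes of the paper's figures, earlier work and discussion were written before the data were examined. Each list's median log2 fold change was placed among 10000 random lists of the same size, drawn from 50 bins of mean expression. Lists with a median outside percentiles 2.5 to 97.5 are said to stand apart. Transcript lengths are the longest transcript of each gene in Ensembl release 115, which was used for names, lengths and gene order only. Of the 8312 genes with an FPKM above 1 in every group, 98.3% had a length. Centring on length subtracted the median of 20 bins of length.

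The genes named in the text are those the paper names in its text, Fig. 3b, Fig. 3c or Fig. S2e, and at each time point the 5 with the largest increase and the 5 with the largest decrease by CuffDiff among the genes called by both methods. Genes named outside this rule are members of the lists or are said to have been picked after their values were seen. Coordinates are those of dm3 in CuffDiff's tables, and are printed only where the reported locus is about as long as the gene.

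The alternatives were stricter and looser thresholds of 0.01 and 0.1, genes with a zero value kept, Benjamini-Hochberg over every gene with a p-value, minimums of 1 for FPKM and of 0 for log2 CPM, a minimum absolute log2 fold change of 1, pseudocounts of 0.1 and 1, EdgeR's log2 fold changes in place of CuffDiff's and the reverse, and other measures and filters for the similarity of profiles. Alternatives chosen after the data were examined are named as such in the text on dependence on the processing. The computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

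The calls, the difference between time points, list percentiles, the length trend, the origin of a table and neighbouring genes were tested on simulated data. Over 9000 simulated genes, Benjamini-Hochberg calls recovered 100% of the changed genes, and 3.85% of 208 calls were of unchanged genes. The test of the difference between time points was run on 200 simulated changed genes, of which a part had a true difference. It called 100% of the genes with a true difference and 3.00% of those without. The simulated changes were large against their standard errors, which came from p-values. This leaves the power for smaller changes, such as that of Ral, and the score from CuffDiff's statistics untested. A simulated table correlated at 0.938 with the set of fold changes it was made from and at 0.334 with the other set, over 9000 genes. Both values follow from the noise and the relation between the sets that were chosen for the simulation. They check the computation alone and are no evidence on the origin of the EdgeR table.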

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

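The test of direction after centring on gene length was added after the tables were examined but before its own value was computed, and the other tests in this part were chosen only after the result was seen. The limits by which each test was judged were set after the values were seen.

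The effect of knockdown differed between the time points for 19 of the 117 genes that were called by both methods at 36 h and tested by CuffDiff at both, by an approximate z score from CuffDiff's statistics adjusted over these genes. The change was smaller at 72 h for 18 of them and larger for w. The log2 fold change of w, which is on the list of transgene markers, was 1.34 at 36 h and 4.14 at 72 h. The genes were selected for passing thresholds at 36 h, so their changes there tend to be overestimated, and a smaller change at 72 h is partly built in. Act79B went from -3.33 to 2.20, CG4998 from -4.67 to 0.07 and CG9850 from -4.82 to 0.07 in log2 fold change. The same score from EdgeR's columns passed for none of 131 genes, and 2 had an unadjusted p under 0.05. EdgeR's fold changes for 72 h correlated with CuffDiff's for 36 h at an r of 0.948, so the scores from EdgeR say little about 72 h. Most called genes kept their direction. Chance does not account for this, since at most 102 genes kept theirs in 10000 random lists, against 113 observed. A trend with transcript length does not account for it either, since 87.9% kept their direction after centring on length. A genetic background that differs between Canton S and the knockdown line may contribute, since 6 pairs of neighbouring genes changed in the same direction at 36 h, against a mean of 0.918 in random lists, and 2 of 10000 lists had as many. The pairs were verm with serp, ry with Hsc70-2, CG6912 with CG3984, CG3984 with CG3987, CG14770 with CG3056, and gt with tko, named after their values were seen. Neighbouring genes can also share regulation or reads, which was not tested. A lasting effect of the knockdown is the biological explanation that the design offers, and it stays open beside the background, since no second knockdown line or driver control was sequenced in these samples.

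At 72 h, 72 genes called by CuffDiff were listed at 0 after knockdown and recovery, and the paper left genes with a zero value out. Their FPKM in wild type at 72 h had a median of 1.74 and reached 20.4 in the authors' deposited table. Of a list of 11 male germline genes, 5 had an FPKM of at least 1 in wild type at 72 h, against 1 after recovery, 3 in wild type at 36 h and 2 in knockdown at 36 h. In the authors' deposited table Mst84Da fell from 23.9 to 0, Mst87F from 20.4 to 0, Mst84Db from 17.9 to 0 and dj from 5.53 to 0 at 72 h, though CuffDiff did not call Mst84Da. The list's aly, bam, vas and nos were under an FPKM of 0.2 in wild type at 72 h. A lower depth after recovery may contribute, since of genes at an FPKM of 0.2 to 0.5 in wild type 18.8% were listed at 0 after recovery, against 5.21% in the opposite direction. For the list's genes of at least 5, lower depth or loss of short transcripts does not account for the zeros. Of other genes with transcripts under 900 nt and an FPKM of 5 to 50 in wild type, 2.34% were at 0, against all 3 of the list's. Fewer males after recovery do not account for the zeros alone, since the male RNA roX1 stayed at 0.443 of wild type while 4 of the list's 5 genes between 5 and 50 were at 0. The 5 germline genes are consistent with tissue carried over into the wild type samples at 72 h. The sex of the dissected pupae was not known here. No biological explanation by the knockdown was tested.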

How the results depend on the processing

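The thresholds, filters, pseudocounts and measures were chosen before the data were examined. Chosen after seeing the data were the exchange of the EdgeR tables, centring and matching on transcript length, the direction of change by EdgeR, the length trend outside the lists, the Jensen-Shannon distance of log10(FPKM + 1) and the unsquared r of FPKM. No paired analysis was possible because the tables hold no values per replicate. For the same reason the replicate block, leaving out each replicate in turn and DESeq2's size factors were not run.

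The counts of CuffDiff and EdgeR at 36 h, and of EdgeR at 72 h, stayed within 1.5 times under each alternative, from 136 to 237, from 191 to 333 and from 247 to 452 genes. Stricter settings lowered the genes called by both methods at 36 h from 131 to 77 with both adjusted p-values under 0.01, and to 87 with an absolute log2 fold change of at least 1, because they keep part of the same calls. At 72 h, CuffDiff's 54 calls became 28 at a q-value under 0.01 and 129 with zero values kept. The 17 genes called by both methods at 72 h became 8 with both under 0.01. With the EdgeR table of the other time point, 123 of the 131 genes at 36 h were called again among 160, and each of the 17 at 72 h among 18. The 14 genes called at both time points became 218 with EdgeR alone. The difference between time points passed for 19 genes with CuffDiff's values and for none with EdgeR's. For these last, the cause was not tested here beyond the origin of the EdgeR table for 72 h.

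With EdgeR's log2 fold changes in place of CuffDiff's, the sign changed for Ca-P60A (0.00759 at 36 h, -0.0377 at 72 h against 0.62 by CuffDiff) and for Adf1 (-0.0369 at 36 h, 0.0267 at 72 h), which is near 0 in both. At 72 h it also changed for pio (1.13), CG1732 (-0.97), Inos (-1.35), CaMKII (-0.0144), CG9850 (-4.85) and CG4998 (-4.73). For these the EdgeR table for 72 h followed the changes at 36 h across genes. With CuffDiff's in place of EdgeR's, the sign of a list's median changed for fat body (-0.0164) and cuticle and trachea (-0.13, or -0.14 with matching on length) at 36 h, and for hemocytes (0.12), heat shock (0.48) and male dosage compensation (-1.17) at 72 h, with the same medians when random lists were matched on length. The cause was not tested for each list. The odds ratio of X against the autosomes at 36 h was 1.07 by both methods, 0.812 by EdgeR and 0.909 by CuffDiff, and none of these passed the threshold, so the sign carries little weight.

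Of all values compared, 354 kept their direction and side of the threshold or stayed within 1.5 times, 46 moved by more and 22 changed sign. For 8 the median or ratio passed a threshold it had not passed before, and for 8 it no longer did. The gap in similarity between ages stayed above 0 under each measure. The rank of the length trend and the share of genes keeping direction stayed on the same side. The depth of each sample is unknown here, so its effect on genes near 0 could not be measured.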

Differences from the paper's values

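The paper's Fig. 2c prints R squared for 6 pairs of groups, and 5 of them differ from the r squared of log10(FPKM + 1) computed here. Between wild type and knockdown at 36 h the paper's value is about 0.98 in Fig. 2c, read by eye, and the value here is 0.953. Between wild type and recovery at 72 h it is about 0.99 in Fig. 2c against 0.946. Across the time points, it is about 0.84 in Fig. 2c against 0.761 for the wild type groups, about 0.83 in Fig. 2c against 0.767 for wild type at 36 h with recovery at 72 h, and about 0.77 in Fig. 2c against 0.747 for knockdown at 36 h with wild type at 72 h. Of the alternatives set before the data were examined, r squared of FPKM without a logarithm came within the tolerance for the pairs of the same age, at 0.972 and 0.981. None closed the gap for the others. Pearson's r, not squared, of FPKM without a logarithm was chosen after seeing the values, and gives 0.986, 0.9903, 0.838, 0.821 and 0.767 in the same order, each within the tolerance of the paper's values. The tolerance is the SD of the value over 100 resamplings of genes plus the rounding of the figure.

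The Jensen-Shannon distance between the time points is about 0.23 in Fig. 2d, read by eye, against a mean of 0.385 here. Neither leaving out genes under an FPKM of 1 nor leaving out the 100 genes of the highest mean FPKM closed the gap. Distances of log10(FPKM + 1) profiles, chosen after seeing the values, gave 0.208, within 1.5 times of the paper's value.

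The paper's quantitative PCR gives dStim RNA after recovery at 72 h as about 1.5 times wild type in Fig. S2b, read by eye. The ratio of FPKM here is 0.809, and 0.828 by EdgeR's fold change. That alternative could not have closed the gap, since the EdgeR table for 72 h followed the changes at 36 h. The paper describes the dStim level as recovered, whereas here the ratio at 72 h was nearly that at 36 h.

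The paper describes dOrai, CG1732 and Ral as restored at 72 h, and also rests this on quantitative PCR in Fig. 3c, a different assay. Here the log2 fold change of dOrai at 72 h was -0.79 by FPKM and -0.77 by EdgeR. With a CuffDiff q-value of 0.999 at 72 h, the FPKM do not settle whether dOrai was restored. That of Ral was -0.14 by FPKM and -0.80 by EdgeR. That of CG1732 was 0.18 by FPKM and -0.97 by EdgeR. The EdgeR values for 72 h restate the changes at 36 h and say little about recovery. The paper shows pio among the differentially expressed genes of Fig. 3b, and here it passed by CuffDiff but not by EdgeR at 36 h. With both adjusted p-values under 0.1 it passes both.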

Other observations

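The tests of transcript length over groups of genes, of carried-over tissue on the length trend and of length on the neuron list were added after the tables were examined but before their own values were computed. The other tests in this part were chosen only after the result was seen. The limits by which each test was judged were set after the values were seen.

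The EdgeR table for 72 h followed the changes at 36 h. Its log2 fold changes correlated across genes, which are not independent replicates, with CuffDiff's at 36 h at an r of 0.948 and with CuffDiff's at 72 h at an r of 0.355. Differences in normalization and test between the methods do not account for this, since the methods correlated at 0.857 at 36 h. Nor does a lasting effect of the knockdown, since only 24.7% of 85 genes that appear by 72 h were listed in that table, although CuffDiff measured them at an FPKM of at least 10 in both groups. A candidate explanation is that the table labelled 72 h was computed from libraries of 36 h, or that its columns were assigned to another time point. For 10185 of 10186 genes the log2 CPM of the 2 EdgeR tables differed by the same constant to within 0.0001, so the same set of libraries likely lies behind both averages. Across 8261 genes the log2 CPM of either table had a slope of 0.915 on log2 FPKM at 36 h and of -0.0350 on that at 72 h. This argues for libraries of 36 h behind both. The log2 fold changes of the 2 tables correlated at 0.892, so the comparisons were not the same. The table for 36 h followed CuffDiff's changes at 36 h less closely than the table for 72 h did. Which of the 2 was grouped as its label says, and how the libraries were grouped, was thus not settled here. The calls by both methods at 72 h, and the 14 genes called at both time points, take EdgeR's part from this table. CuffDiff's calls alone share the same 14 genes.

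Longer transcripts were higher after knockdown and recovery at 72 h. Spearman's rho of transcript length with log2 fold change across 8168 genes, which are not independent replicates, was 0.587 at 72 h and 0.262 at 36 h. From the shortest to the longest of 5 groups of genes, the median log2 fold change at 72 h was -0.24, -0.14, -0.03, 0.12 and 0.34. Over 6225 genes outside the marker lists with a mean FPKM of at least 10 rho was 0.669, but the lists hold only 148 of the 8168 genes, so carried-over tissue cannot be told apart from other causes. In each of 3 groups of genes ranked by their change from 36 h to 72 h, Spearman's correlation of length with log2 fold change was 0.534 or more. That change correlated with length at a rho of 0.0317, so this split leaves the trend in place whatever its cause, and a length bias between the libraries cannot be told apart either. A difference in developmental stage between the groups may be present as well, as the fold change at 72 h followed the change from 36 h to 72 h among genes of similar length, at a median rho of 0.271. As this change hardly correlated with length, it leaves most of the length trend unexplained. No biological cause of a length trend was tested.

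The neuron list was higher at 72 h by CuffDiff, with a median log2 fold change of 0.55 and a percentile of 100 among lists matched on expression. Among lists matched on length as well it lay at percentile 86.9, so the length trend may account for it. All but 1 of the 12 genes were higher at 72 h.

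The muscle list was lower in knockdown CNS at 36 h, with a median log2 fold change of -1.19 by CuffDiff and -0.84 by EdgeR, and all 20 genes were lower by EdgeR. By CuffDiff 18 of 20 were lower, as muscle tissue carried over into the wild type samples at 36 h would give, but not the most abundant, Tm1. Tm1 is listed at an FPKM of 318 in wild type and 321 in knockdown CNS in the authors' deposited table, and Mhc at 15.1 and 5.91. In wild type at 72 h Tm1 was at 305, while the list's median FPKM rose from 15.5 at 36 h to 48.8. As Tm1 did not move with the list, its level says little about carried-over muscle. A lower share of all non-neuronal tissue in the knockdown samples does not account for the lower muscle list, since the glia list was higher at 36 h. The glia list had a median of 0.250 by EdgeR and 0.26 by CuffDiff, with 8 of 10 genes higher. A lower share of tissue from outside the CNS alone stays open, as the fat body list had a median of 0.0474 with 5 genes higher and 5 lower. At 72 h the list was also lower by CuffDiff, at -0.28 (percentile 0.01, 15 of 22 lower), which tissue carried over at 36 h alone would not give. An effect of the knockdown on muscle transcripts stays open and was not tested.

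The RNAs roX1 and roX2, which the list of male dosage compensation holds with msl-2, were lower after knockdown and recovery. In the authors' deposited table roX1 was at an FPKM of 244 in wild type and 108 after recovery at 72 h, and roX2 at 49.9 and 14.7. The median log2 fold change of the list was -1.17 at 72 h. At 36 h it was -0.0350, which speaks against the genetic background of the knockdown line, since the strains are the same at both time points. Fewer males among the animals of the recovery group would lower these RNAs, and may account for the value of -1.17. Whether the groups differed in sex was not tested.

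Lists written before the data were examined gave these median log2 fold changes at 36 h by EdgeR, with percentiles among random lists. SOCE components were at -0.32 and the Ral pathway at -0.48, with 3 genes each. These hold the knockdown target and dOrai, and Ral, which the study picked, so no percentiles are given for them. The genes of earlier work were at 0.01 (percentile 54.9) and those of the discussion at -0.04 (percentile 19.4). The genes of Fig. 3b and Fig. S2e were picked by the study from these libraries, and had medians of 1.06 and -0.96, and of 1.37 and -1.49. Neurons were at 0.00 (percentile 23.6), glia at 0.25 (percentile 100), photoreceptors at 0.21 (percentile 99.97) and pigment genes at -0.0039 (percentile 50.5). By CuffDiff neurons were at 0.11 (percentile 99.05, or 68.3 with matching on length) and pigment genes at -0.36 (percentile 0.24, 6 of 7 lower) at 36 h. Photoreceptors were at 0.13 (percentile 96.5, 7 higher and 6 lower), inside the bounds. By EdgeR again, cuticle and trachea were at 0.24 (percentile 100), against -0.13 by CuffDiff (percentile 1.025). Neurons, pigment genes, photoreceptors and cuticle and trachea thus depend on the method. By EdgeR, hemocytes were at -0.04 (percentile 26.4), heat shock at -0.14 (percentile 0.51), housekeeping at -0.03 (percentile 14.3) and RNA interference at 0.17 (percentile 97.9). The male dosage compensation list was at -0.01 and 3 germline genes were at 0.37 (percentile 87.2). Of the transgene markers, too few were expressed for a median. As w is on this list, its increase cannot be assigned to the knockdown alone. At 72 h by CuffDiff, cuticle and trachea were at -0.59 and heat shock at 0.48.

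Genes called by both methods at 72 h lay on X with an odds ratio of 2.70 against the autosomes (Fisher's exact test, two-sided, p = 0.0528, adjusted over the arms 0.317). By EdgeR's calls it was 1.06 and by CuffDiff's 1.45. At 36 h the odds ratio was 1.07 (Fisher's exact test, two-sided, p = 0.813).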
